# Effect of the cardiac long non-coding RNA Charme depletion on the maturation and paracrine signaling of resident cardiac fibroblasts

**DOI:** 10.1038/s41419-026-08636-x

**Published:** 2026-04-15

**Authors:** Erica Floris, Claudia Cozzolino, Giulia Buonaiuto, Valeria Taliani, Antonella Bordin, Alessandro Palma, Vittorio Picchio, Xhulio Dhori, Francesco Nutile, Carmine Nicoletti, Giacomo Frati, Monica Ballarino, Isotta Chimenti, Francesca Pagano

**Keywords:** Cell biology, Molecular biology

## Abstract

*Charme* is a murine long non-coding RNA necessary for the embryonic development of the heart. In vivo Charme knock-out causes prominent alterations of tissue structure, due to cardiac hyperplasia, and leads to the development of cardiac dysfunctions. Cardiac fibroblasts (CFs) play pivotal roles in both the development and homeostatic maintenance of the cardiac tissue, and the effect of Charme depletion on this cell compartment has not been addressed. This study investigated the phenotype and function of resident CFs isolated from Charme knockout (Charme^KO^) mice and revealed their impaired maturation and functionality. Charme^KO^ hearts show decreased levels of collagen I content in the extracellular matrix, associated with reduced extracellular matrix-related gene expression and matrix remodeling ability of CFs. Charme^KO^ CFs show impaired phenotypic conversion into myofibroblasts and reduced responsiveness to activation stimuli, accompanied by the retention of features proper of unactivated mesenchymal cells. Charme depletion also affects CF paracrine function, determining an impoverishment in cardioprotective cytokines in their secretome, with consequent reduced ability to mediate PI3K/Akt pathway activation in cardiomyocytes and to induce the angiogenic process in endothelial cells. Charme^KO^ CFs also proved to be less supportive of cardiomyocyte maturation in an in vitro model of cardiac differentiation, thus indicating a potential contribution to the impairment of cardiomyocyte maturation in vivo. Overall, the evidence collected suggests that Charme depletion in the heart impairs CF maturation capacity and ECM deposition function, which can contribute to the alterations observed in the Charme^KO^ mice. These findings pave the way to deeper investigations on the intercellular signaling occurring in the heart upon Charme ablation to identify how microenvironment homeostasis contributes to cardiomyocyte maturation and is potentially involved in cardiac diseases.

## Introduction

Long non-coding RNAs (lncRNAs) are a heterogeneous class of non-protein coding transcripts, playing pivotal roles in many biological processes, such as cell growth and differentiation, survival and apoptosis, tissue and organ development and function [1–3]. Many cardiac-specific lncRNAs have been identified to be involved in heart development, and their dysregulation has been associated with disease [4, 5].

*Charme* (Chromatin architect of muscle expression) is a murine lncRNA involved in the myogenic process [6], whose expression is restricted to skeletal and cardiac muscles [7–9], also presenting a conserved human orthologue, *HSCHARME* [10], with 45% sequence identity. In mice, the chromatin associated *pCharme* isoform controls the expression of myogenic genes [7, 8], many of which are altered in various familial cardiac diseases, including hypertrophic, dilated, and arrhythmogenic human cardiomyopathies [10, 11]. Ablation of nuclear *pCharme* determines alterations of the trabecular myocardium and reduced capillary endothelium density in mice during cardiac development, with a marked cardiac hyperplasia and thickening of the ventricular walls [9]. Charme^KO^ mice also develop cardiac dysfunction in late adult life, characterized by significant left ventricular dilation and reduced fractional shortening, up to overt dilated cardiomyopathy [8].

Alongside the parenchymal contractile cells, the cardiac tissue includes a variety of stromal cells, characterized by heterogeneity and plasticity, playing key roles in tissue development, homeostasis, and pathological conditions [12, 13]. Multiple subpopulations of cardiac fibroblasts (CFs) have been described with different functional states [14]. They support cardiomyocyte differentiation during development [15] and maintain tissue homeostasis throughout life by extracellular matrix (ECM) synthesis and remodeling, paracrine communication, and cell-to-cell interaction with the other cardiac cell types [16, 17]. Indeed, CFs influence cell survival and stress resistance, angiogenesis, and immune cell activation [18–21] in both physiological and pathological conditions [22]. The activation of the stromal compartment becomes particularly important after injury due to its key role in repair and scarring mechanisms [23].

In this study, we investigated the phenotype and function of resident CFs in murine Charme^KO^ hearts. We hypothesized that the altered cardiac structure observed in the Charme^KO^ hearts might be associated with a phenotypic alteration of the fibroblast cell compartment. Thus, we assessed the features of the cardiac tissue in adult Charme^KO^ mice, and identified impairment in both tissue ECM and phenotypic conversion of Charme^KO^ CFs into myofibroblasts. Charme^KO^ CFs showed indeed altered ability to synthesize and remodel the ECM, reduced functional activation and differentiation into myofibroblasts, and significant impairment of the paracrine action on other cell types, including CMs, overall accompanied by the retainment of hallmarks of un-activated CFs, such as self-renewal properties and motility.

## Results

### Charme^KO^ cardiac fibroblasts have reduced expression of extracellular matrix organization genes, associated with a decreased collagen I deposition

In Charme^KO^ mice, no evidence has been collected so far regarding the transcriptome of the non-cardiomyocyte population, particularly fibroblasts which constitute approximately 11% of all cardiac cells [24] and regulate the ECM composition and amount. Therefore, CFs were freshly isolated from adult (5-week-old) WT and Charme^KO^ hearts (Supplementary Fig. 1A), tested for the absence of hematopoietic (CD45) and vascular (CD309) markers, as well as for the presence of the mesenchymal/fibroblast markers CD90 and Sca1 (Supplementary Fig. 1B), and subjected to RNA-sequencing. 

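mRNA from 3 WT and 3 Charme KO samples of native CFs, isolated at 5 weeks of age, was sequenced in directional, poly(A)-selected libraries. The labels of the libraries also list a growth medium, whereas the paper describes native CFs as freshly isolated by dissociation and hematopoietic lineage depletion, and the groups are named here as in the paper. The authors aligned quality-filtered reads with STAR, counted the reads on each gene of an Ensembl annotation to which they added *Charme*, kept the counts of the "reverse" configuration and deposited them without normalization and without a filter on genes. The reads counted on genes numbered 42101393, 27935496 and 9595701 in WT replicates 1, 2 and 3, and 26884439, 23550718 and 31048606 in Charme KO replicates 1, 2 and 3. The targeted transcript *Charme* had 26, 15 and 4 counts in the WT libraries and 7, 0 and 0 counts in the Charme KO libraries, in the same order, where a count of 0 allows up to 3 counts. In CPM, the count scaled to the library total,, this was 0.524 ± 0.101 (SD, n = 3) in WT and 0.0868 ± 0.150 (SD, n = 3) in Charme KO (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Of the 49548 genes in the table, the 15789 with at least 10 counts in at least 2 of the 6 libraries were normalized by the TMM method and compared with the quasi-likelihood test of edgeR, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as DEGs. *Ptprc*, which encodes CD45, was at 8.25 ± 3.17 normalized CPM (SD, n = 3) in WT and 9.78 ± 3.46 (SD, n = 3) in Charme KO libraries. *Kdr*, which encodes CD309, was at 853 ± 98.7 CPM in WT and 1109 ± 125 CPM in Charme KO. *Thy1*, which encodes CD90, was at 126 ± 62.3 CPM in WT and 76.7 ± 20.2 CPM in Charme KO, and *Ly6a*, which encodes Sca1, at 399.9 ± 14.5 and 458 ± 46.3 CPM. None of these 4 genes passed the threshold, with adjusted p-values between 0.298 for *Kdr* and 0.805 for *Ptprc* from edgeR's quasi-likelihood test. The log2 fold change of *Ptprc*, 0.25, turned to −0.052 without WT replicate 2 and to −0.0068 without Charme KO replicate 2. For *Thy1*, with a log2 fold change of −0.71, the adjusted p in edgeR was 0.00878 without WT replicate 2, at a log2 fold change of −1.07, and 2.55e-05 when no gene filter was applied. With each other library left out, it lay between 0.282 and 0.773. The DESeq2 test on the same genes gave *Thy1* an adjusted p of 0.624, and its values in the WT and Charme KO libraries overlapped.

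**Figure D1:**
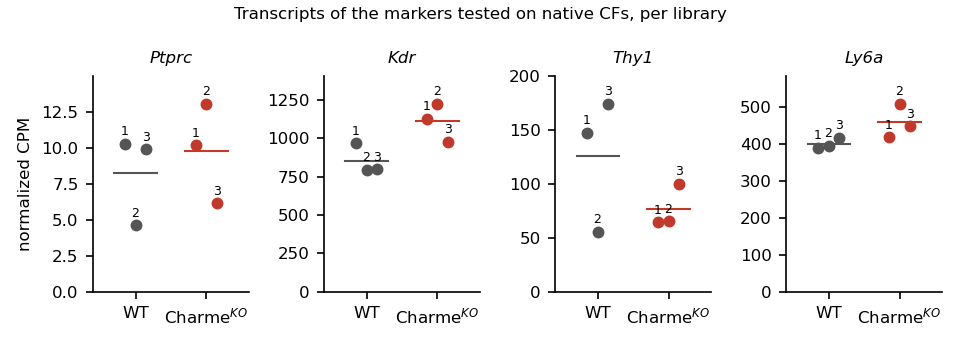
Normalized CPM of *Ptprc*, *Kdr*, *Thy1* and *Ly6a* in each native CF library, with points numbered by replicate and a line at the mean of each group. WT replicate 2 has the lowest value of *Thy1*, 55.7 CPM, and of *Ptprc*, 4.60 CPM.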

The expression of *pCharme* was evaluated and confirmed to be very low, as expected [9] (Supplementary Fig. 1C). Moreover, transcriptomic analysis showed that the top expressed genes in the native CFs are related to ECM production and organization (Supplementary Fig. 1D). 

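The 300 tested genes with the highest mean CPM over the 6 native CF libraries included 55 genes of 2 ECM lists, one of 151 tested structural genes and one of 71 tested modifying genes, which were written by gene family in place of the GO terms. They made up 18.3% of the most expressed genes and 1.41% of all tested genes (odds ratio 20.6, one-sided Fisher's exact test, p = 5.31e-46). With CPM divided by gene length, the number fell to 42 (odds ratio 13.8), and with each library left out in turn the odds ratio was between 18.9 and 20.4. Of the 20 most expressed genes, 7 were ECM genes, 6 were immediate early genes and 2 were hemoglobin genes. *Hspg2* was the third most expressed gene, at 12344 ± 3154 CPM (SD, n = 6), followed among ECM genes by *Ltbp4* at 8390 ± 1156 CPM, *Col4a1* at 6905 ± 1690 CPM and *Col3a1* at 6139 ± 2069 CPM. *Gsn*, which is in neither ECM list, had the highest level, 20985 ± 2849 CPM (SD, n = 6).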

The comparison between Charme^KO^ and WT native CFs revealed a good separation between samples (Supplementary Fig. 1E, F) and 366 statistically significant differentially expressed genes (DEGs), with 145 genes up-regulated and 221 down-regulated in Charme^KO^ CFs compared to the WT counterpart (Supplementary Table 1). 

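Among the 15789 tested genes, 131 were DEGs, of which 66 were higher and 65 lower in Charme KO native CFs, and 2016 genes had an unadjusted p-value under 0.05. In all 131 DEGs, the values of the 3 Charme KO libraries did not overlap with those of the 3 WT libraries, which held for 18.2% of all tested genes and is given by chance to 10%. The number of DEGs moved most when no gene filter was applied, to 699, and the DESeq2 test on the same 15789 genes called 394, of which 154 were higher and 240 lower, with all 131 among them. It also depended on single libraries. Without WT replicate 2 there were 349 DEGs, without Charme KO replicate 3 there were 189, and without each of the other libraries there were between 61 and 71, and these 6 fits called between 59 and 127 of the 131 DEGs. The 5 higher DEGs with the lowest adjusted p-values were *Eno1b*, *Gm8210*, *Or2y7*, *Gm8741* and *Rpl3-ps1*, with log2 fold changes between 3.38 and 7.56, and the 5 lower ones were *9930111J21Rik2*, *Rpl29*, *Rab6b*, *Cxcl10* and *Akr1e1*, with log2 fold changes between −7.05 and −2.01. All 10 stayed past the threshold with each library left out in turn. Of these, *Eno1b*, *Gm8210*, *Gm8741*, *Rpl3-ps1*, *9930111J21Rik2* and *Rpl29* have near-identical copies elsewhere in the genome, between which the counting could have divided reads. However, *9930111J21Rik2* went from 55.7 CPM in WT to 0.405 CPM in Charme KO, while its copy went from 9.03 to 13.9 CPM (SD 2.13). This argues against reads moved to that copy as the whole cause for that gene, while reads left uncounted on both cannot be seen in the counts. The copies of *Gm8210*, *Rpl29* among them, fell by 192 CPM in all, while *Gm8210* reached 19.9 CPM. Reads gained by *Gm8210* would thus cover only part of the fall. On log2(CPM + 1) over all tested genes, the mean Euclidean distance was 54.8 between libraries of different groups and 47.1 within groups, a difference of 7.76 (exact permutation test, one-sided, p = 0.1, the smallest p that the 10 splits of 6 libraries allow). The distance within WT was 50.9 and that within Charme KO 43.3. With each library left out in turn, the difference ranged from 3.75 without Charme KO replicate 2 to 11.7 without WT replicate 2. The first principal component held 38.5% of the variance and the next one 25.2%.

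**Figure D2:**
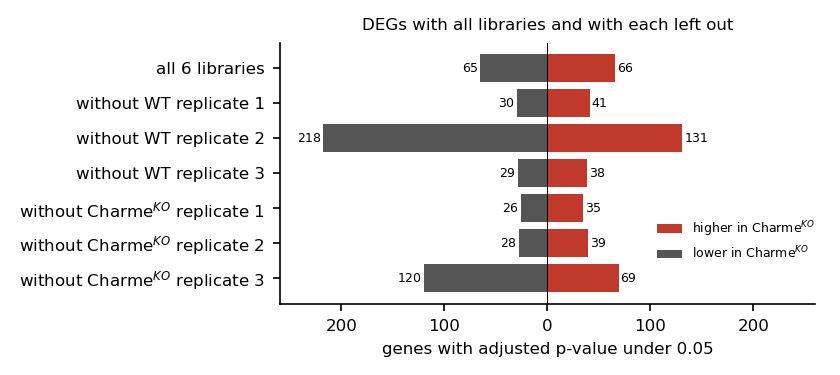
Number of DEGs higher (red) and lower (grey) in Charme KO than in WT native CFs with all 6 libraries and with each library left out. The largest numbers, 131 higher and 218 lower, were found without WT replicate 2.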

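Complete-linkage clustering of the row-scaled log2(CPM + 1) values of the 131 DEGs placed all 3 Charme KO libraries on one branch and all 3 WT libraries on the other. As genes chosen for their difference between groups separate them by construction, the same clustering was run on all 15789 tested genes, where it also left 0 libraries apart from their group. With average linkage on 1 minus the Pearson correlation, 0 libraries were apart from their group with the DEGs and 1 with all tested genes.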

Hierarchical clustering of the statistically significant DEGs showed a clear distinction in the transcriptomic profile of Charme^KO^ CFs (Fig. 1A). Despite the function of Charme as chromatin architect, the observed effect on the transcriptome is unlikely to becaused by a direct structural remodeling of adult CFs, as the lncRNA is not expressed in this cell type. Instead, the effect is t possibly determined by impaired paracrine signaling of Charme^KO^ cardiomyocytes to CFs. 

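In native CFs, *Charme* ranked 15191 of the 15789 tested genes by mean CPM. Its log2 fold change between Charme KO and WT was −2.66 (standard error 1.14, adjusted p = 0.362 from edgeR's quasi-likelihood test), and the 7 counts of Charme KO replicate 1 were all the counts of that group. Without that replicate the log2 fold change was −6.88, without Charme KO replicate 2, Charme KO replicate 3 or WT replicate 3 it lay between −2.78 and −2.07, and without WT replicate 1 or 2 the gene was not tested. The limit of 3 counts corresponded to between 0.0713 CPM in WT replicate 1 and 0.313 CPM in WT replicate 3, the library with the fewest reads. From the lack of *Charme* expression in CFs, the paper reasons that a direct structural effect of the transcript on these cells is unlikely, and it proposes that Charme KO cardiomyocytes signal less to CFs by paracrine factors.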

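In native CFs, 10 of the 65 DEGs lower in Charme KO were in the lists of ECM structural and modifying genes, 15.4% against 1.41% of all tested genes (odds ratio 13.3, one-sided Fisher's exact test, p = 2.25e-08). They were *Lamc3*, *Eln*, *Col4a4*, *Col26a1*, *Cilp*, *Mfap4*, *Ltbp2*, *Col4a3*, *Sulf2* and *Has1*, with log2 fold changes between −2.70 and −0.68, and 1 gene of the lists, *Has3*, was among the higher DEGs. The DESeq2 test gave 41 ECM genes among 240 lower DEGs (odds ratio 17.5), and removal of the GC and length trend of each library in edgeR gave 3 among 45 (odds ratio 5.06, one-sided Fisher's exact test, p = 0.0252). Without WT replicate 3 or Charme KO replicate 1, 1 lower DEG was an ECM gene, and without WT replicate 1 or Charme KO replicate 2, 2 were, with p-values of the same exact test between 0.0595 and 0.337. Without WT replicate 2 the number was 38 and without Charme KO replicate 3 it was 24. Of the 66 DEGs higher in Charme KO, 2 were in a list of 96 tested cardiac morphogenesis genes (odds ratio 5.20, one-sided Fisher's exact test, p = 0.0611). These were *Tnni3* and *Myh6*, both contractile genes of cardiomyocytes, and 0 were left once the list was stripped of such genes. The DEGs of DESeq2 held 5 genes of the cardiac list (odds ratio 5.73, one-sided Fisher's exact test, p = 0.00248). With each library left out in turn, between 0 and 3 higher DEGs were in it, 3 of them without WT replicate 2 (p = 0.0476 in the exact test). In a test chosen after seeing the data, 2 of the 65 lower DEGs, *Rbpj* (−1.14) and *Wt1* (−0.66), were also in the cardiac list (odds ratio 5.28, one-sided Fisher's exact test, p = 0.0594).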

Gene Ontology (GO) analysis of the significant DEGs evidenced the enrichment in categories related to ECM secretion and remodeling, and cardiac morphogenesis, for the downregulated (Fig. 1B) or upregulated genes (Supplementary Fig. 1G), respectively. Similarly, the analysis for enriched pathways highlighted terms related to the ECM and, more specifically, collagen synthesis and organization (Fig. 1C). 

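Of the 10 Reactome terms of Fig. 1C, 9 were found in the mouse term lists of the fgsea package. The 4898 tested genes with a Reactome annotation served as background and included 37 of the 131 DEGs. None of the 859 terms with 10 to 500 members passed an adjusted p-value of 0.05, while 21 terms, 6 of the 9 among them, had an unadjusted p-value under 0.05. Extracellular matrix organization held 6 of the 37 DEGs and 197 of the background genes (odds ratio 4.73, one-sided Fisher's exact test, p = 0.00321, adjusted p = 0.523). Collagen biosynthesis and modifying enzymes held 3 DEGs (odds ratio 8.32, one-sided Fisher's exact test, p = 0.00755, adjusted p = 0.649). With the 394 DEGs of DESeq2, 155 of which were annotated, 8 of the 9 terms passed the threshold, and extracellular matrix organization held 33 of them (odds ratio 7.55, Fisher's exact test, adjusted p = 4.57e-13). Signaling by PDGF was the term that did not (adjusted p = 0.163 in the same exact test). The edgeR calls also gave 8 of the 9 terms without WT replicate 2 and without Charme KO replicate 3, and 0 without each of the other 4 libraries.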

Several genes responsible for the ECM deposition and composition were among the most abundantly expressed and significantly downregulated in Charme^KO^ cells (Fig. 1D, Supplementary Fig. 1H). 

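Of the 55 ECM genes among the 300 most expressed genes of native CFs, 45 had a lower value in Charme KO and 10 a higher one, with a median log2 fold change of −0.39. The edgeR test called 1 of them a lower DEG, *Eln*, and the DESeq2 test on the same genes called 16. *Eln* was at 2164 ± 682 normalized CPM (SD, n = 3) in WT and 749 ± 215 CPM (SD, n = 3) in Charme KO, a log2 fold change of −1.53 (standard error 0.25, adjusted p = 0.0135 from edgeR's quasi-likelihood test). It was no longer past the threshold without WT replicate 3 (adjusted p = 0.0523 in edgeR), Charme KO replicate 1 (0.107) or Charme KO replicate 2 (0.105). *Fn1* was at 1409 ± 295 and 987 ± 52.6 CPM, a log2 fold change of −0.51 (standard error 0.16, adjusted p = 0.233 from the edgeR test), which passed the threshold without WT replicate 2 (adjusted p = 0.0149) and with no gene filter (adjusted p = 0.0449). The 17 genes readable as labels in Fig. 1D were all lower in Charme KO, with log2 fold changes between −1.10 and −0.49. In the edgeR test *Col4a4* and *Mfap4* passed the threshold, while the adjusted p-values of the other 15 lay between 0.0583 and 0.249, and in the DESeq2 test all 17 passed it. As a set, the 151 tested ECM structural genes had a median log2 fold change of −0.29, and 105 of them were lower in Charme KO (camera with an inter-gene correlation of 0.01, p = 2.38e-11). The call held under fry (p = 0.0463) but not with the correlation estimated from the data, 0.139 (p = 0.0864), and another split of the 6 libraries, with WT replicates 1 and 3 and Charme KO replicate 3 on one side, gave p = 3.28e-11. With each library left out in turn, the median was between −0.35 and −0.21. Adjusted over the list alone, 44 of the 151 genes passed the threshold, 42 of them lower, against 8 when adjusted over all genes tested.

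**Figure D3:**
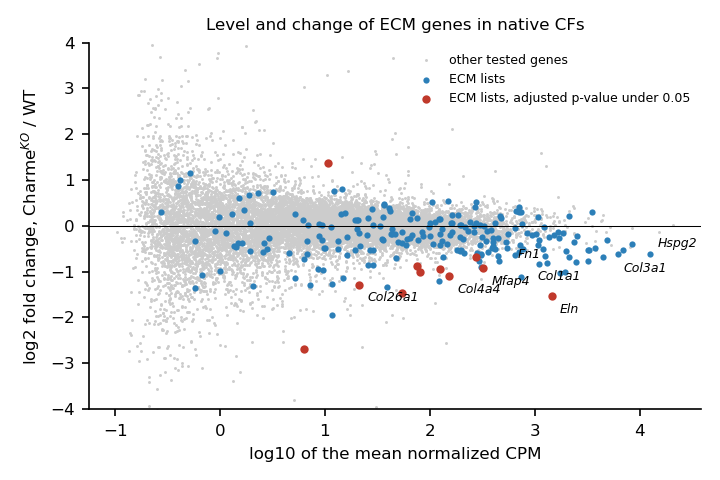
Log2 fold change between Charme KO and WT native CFs against the log10 of the mean normalized CPM, with one point for each tested gene (grey) and the genes of the ECM lists in blue, or in red with an adjusted p-value under 0.05. *Eln* is the most expressed ECM gene past the threshold, and 48 genes lie beyond the axis at a log2 fold change of 4 in either direction.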

Particularly, the genes encoding for collagen subunits were found downregulated (Supplementary Fig. 1I, J), and a significant reduction of collagen I was detected by western blot (WB) in the whole myocardial tissue of Charme^KO^ as compared to WT mice (Fig. 1E, F). Conversely, collagen III protein showed no change (Fig. 1E), yielding a consequent reduction of collagen I-to-collagen III (COL1A1/COL3A1) protein ratio (Fig. 1G). Both the reduced collagen I and stable collagen III content of the heart tissue were further confirmed by immunofluorescence staining on tissue sections from Charme^KO^ and WT mice (Fig. 1H, J; Supplementary Fig. 1K, L). 

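In the RNA-sequencing of native CFs, 28 of the 40 tested collagen genes were lower in Charme KO, with a median log2 fold change of −0.55 over the list (camera, p = 3.85e-12; fry, p = 0.0459; camera with the estimated correlation of 0.277, p = 0.0755). The split of the libraries that sets WT replicates 1 and 3 and Charme KO replicate 3 against the others gave a lower camera p, 2.46e-13. Adjusted over the list alone, 19 collagen genes passed the threshold, all lower, against 3 when adjusted over all genes tested. These 3 were *Col4a4*, at 210.0 ± 56.4 normalized CPM (SD, n = 3) in WT and 97.8 ± 22.5 CPM in Charme KO, *Col26a1*, at 29.9 ± 3.89 and 12.2 ± 5.18 CPM, and *Col4a3*, at 97.6 ± 24.4 and 52.6 ± 8.49 CPM. Each of them lost the threshold in at least 4 of the 6 fits that left out 1 library. *Col1a1* was at 4052 ± 811 CPM (SD, n = 3) in WT and 2378 ± 765 CPM (SD, n = 3) in Charme KO, a log2 fold change of −0.77 (standard error 0.23, adjusted p = 0.189 from edgeR's quasi-likelihood test). Its adjusted p in edgeR was 0.0423 without WT replicate 2, 0.0450 without Charme KO replicate 3 and 0.000554 with no gene filter. *Col3a1* was at 7458 ± 1969 and 4888 ± 1705 CPM, a log2 fold change of −0.61 (standard error 0.25, adjusted p = 0.347 from the edgeR test), which passed the threshold with no gene filter (adjusted p = 0.0253). DESeq2 gave adjusted p-values of 0.0102 for *Col1a1* and 0.507 for *Col3a1*. The log2 ratio of *Col1a1* to *Col3a1* counts within each library was −0.86 ± 0.11 (SD, n = 3) in WT and −1.03 ± 0.04 (SD, n = 3) in Charme KO, a difference of −0.17 (exact permutation test, two-sided, p = 0.1, the smallest p possible). Every Charme KO library had a lower ratio than every WT library, and the difference stayed between −0.21 and −0.10 with each library left out in turn.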

The number of CFs, identified as vimentin-positive cells counted per field, was also reduced in the heart of adult Charme^KO^ mice (Fig. 1I, K). Overall, these data show that Charme absence leads to the alteration of the cardiac interstitium, characterized by reduced CF number and density, collagen I deposition, and a consequent imbalance of the collagen I-to-collagen III ratio.

**Fig. 1:**
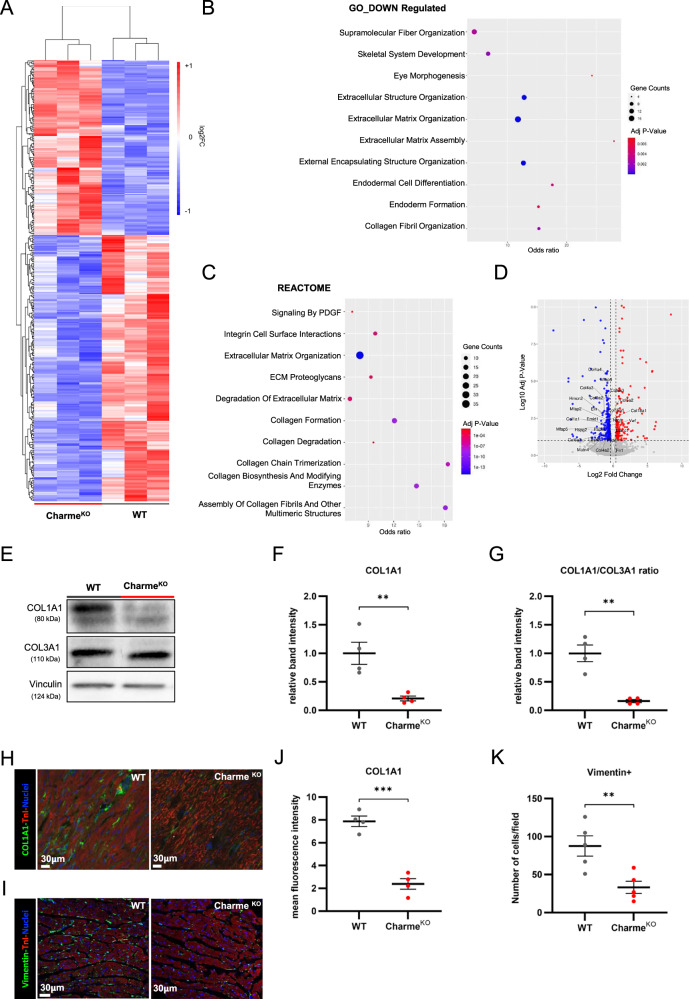
Charme^KO^ cardiac stroma has reduced expression of ECM synthesis and organization genes, reflected in cardiac tissue decreased collagen I content. **A** Heatmap showing the clustering of significant differentially expressed genes (DEGs) in native CFs isolated from Charme^KO^ versus WT murine hearts. **B** Bubble graph of the significantly enriched Gene Ontology terms retrieved by the GO analysis of down-regulated DEGs. Numerosity of each category, adjusted p value and odds ratio of the enrichment terms are reported. **C** Bubble plot showing the association of the DEGs with molecular pathways inferred using Reactome database. Numerosity of each category, adjusted p value and odds ratio of the enrichment terms are reported. **D** Volcano plot of the DEGs showing significantly up-regulated and down-regulated genes. Labels of genes belonging to the ECM categories retrieved in GO analysis are shown. **E** Representative western blot images showing the amount of collagen I and collagen III proteins. α/β-Tubulin was used as the loading control. **F** Densitometric analysis of the blots for collagen I, with the band intensity normalized over tubulin. **G** Collagen I to collagen III normalized band OD ratio. Quantification was made on four independent biological replicates. **H** Representative confocal microscopy images on heart sections from Charme^KO^ and WT mice after immunofluorescence staining for collagen I (green) and troponin I (red), counterstained for nuclei (blue). **I** Representative confocal microscopy images on heart sections from Charme^KO^ and WT mice after immunofluorescence staining for vimentin (green) and troponin I (red), counterstained for nuclei (blue) **J** Quantification of mean fluorescence intensity for collagen I immunostaining in Charme^KO^ heart sections. **K** Quantification of vimentin-positive cell number per field. For all dot plots, mean ± S.E.M. was indicated. N≥3; *p < 0.05; ***p < 0.001.

### Charme^KO^ cardiac fibroblasts show impaired phenotypic conversion to myofibroblast

To clarify the functions of CFs in Charme^KO^ hearts, primary cultures of CFs were established from 5-week-old WT and Charme^KO^ cardiac tissues and subjected to RNA-sequencing analysis (Supplementary Table 2). Of note, WT cultured CFs were representative of the native stromal cells, as shown by the similar percentage of the CD45-/CD309-(collectively lin-)/Sca1+ cells in the established cultures (Supplementary Fig. 2A), as well as by the significant correlation between the two transcriptomes (Supplementary Fig. 2B). The top 300 expressed gene lists of native or cultured CFs were used for GO enrichment analysis which revealed a substantial overlap of the significantly enriched categories (Supplementary Fig. 2C). GO analysis of DEGs in Charme^KO^ versus WT cultured CFs also identified terms related to ECM, mirroring the results observed in native CFs (Supplementary Fig. 2D–F). Cultured Charme^KO^ CFs showed reduced expression of *Col1a1* as compared to WT, while *Col3a1* expression was not modulated (Fig. 2A, B), confirming the expression profile and protein ratio observed in the freshly isolated cells and tissue, respectively. This pattern of gene expression indicates that the altered collagen composition observed in the heart is due to cell-intrinsic defects in the expression of collagen and other ECM-related genes together with a reduced number of CFs in vivo.

**Fig. 2:**
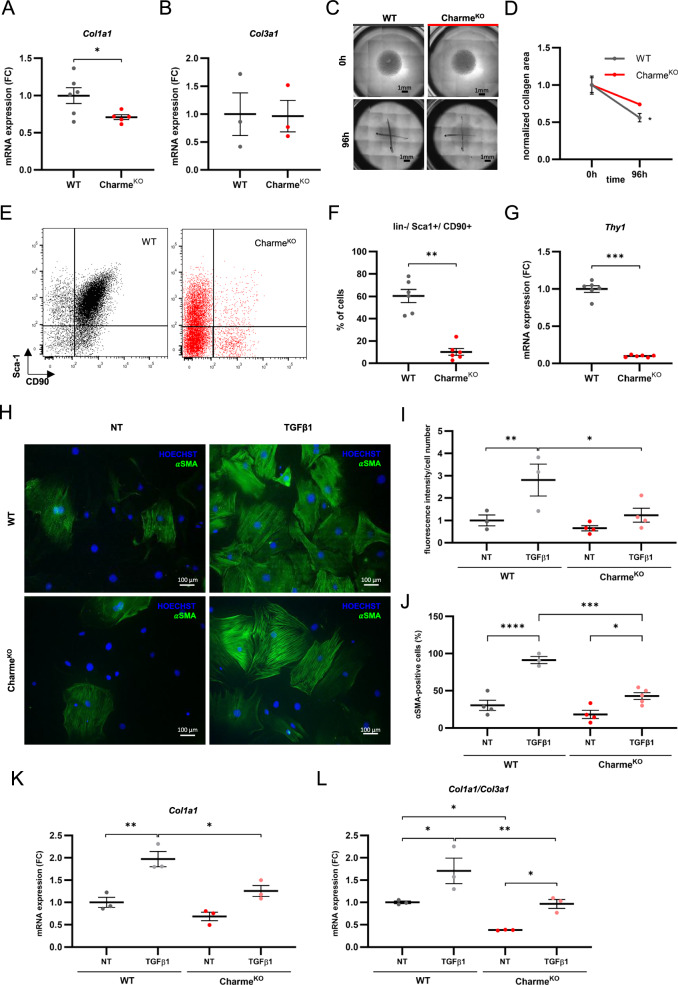
Charme^KO^ cardiac fibroblasts reveal impaired phenotypic conversion and are less responsive to TGF-β1-induced activation. **A**, **B** Dot plots showing *Col1a1* and *Col3a1* expression respectively, quantified by real-time qPCR expressed as fold change normalized on the WT samples. **C** Representative images and **D** normalized area quantification of a collagen matrix digestion assay up to 96 h of culture. **E** Representative dot plots for the gating strategy of flow cytometry analysis of CFs for CD90 and Sca1 quantification. **F** Dot plot showing the average percentage of lin-/Sca1+/CD90+ cells in Charme^KO^ vs WT CFs. **G** Dot plot showing *Thy1* gene expression quantified by real-time qPCR as fold change normalized on the WT samples. **H** Representative 10X magnification images of immunofluorescence staining on WT and Charme^KO^ CFs, either not treated (NT) or treated with TGF-β1 for 72 h (green: αSMA; blue: HOECHST). **I** Dot plot showing mean fluorescence intensity of αSMA staining normalized on cell number. **J** Dot plot showing the percentage of αSMA-positive cells. **K**, **L** Dot plots showing *Col1a1*, and *Col1a1/Col3a1* ratio, respectively, measured by realtime qPCR relative gene expression, plotted as fold change normalized on the WT NT samples. For all dot plots, mean ± S.E.M. was indicated. N≥3; * *p* < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

The ability of Charme^KO^ CFs to remodel the ECM was then tested in a matrix digestion assay where cells were seeded within a collagen plug to monitor their resorption capacity. The measurement of the area of the collagen matrix showed that Charme^KO^ CFs had reduced matrix digestion capacity compared to WT (Fig. 2C, D). Consistently, flow cytometry analysis of cultured Charme^KO^ CFs showed a significantly reduced proportion of activated lin-/Sca1 + /CD90+ fibroblasts [25] in comparison to WT cells (Fig. 2E, F). Moreover, lower levels of the gene *Thy1*, encoding the CD90 marker, were also observed in the Charme^KO^ CFs by real-time qPCR (RT-qPCR) (Fig. 2G). Overall, these data hint at an impairment of Charme^KO^ CFs capability to become fully activated fibroblasts.

To pursue this hypothesis, Charme^KO^ CFs were subjected to TGF-β1 treatment, which is a known inducer of CF activation [26]. Immunofluorescence staining, performed upon TGF-β1 stimulation, showed that Charme^KO^ CFs had a significantly lower αSMA fluorescence intensity per cell number and a reduced number of αSMA-positive cells, as compared to WT cells (Fig. 2H–J). Moreover, the analysis of RNA-seq data and results by realtime qPCR of untreated cells, focusing solely on the TGFβ-1 pathway gene expression, revealed the downregulation of several components of the signaling machinery in Charme^KO^ CFs, including *Smad2*, *Smad4*, and *TgfbR1* genes (Supplementary Fig. 3A–G). In addition, TGF-β1 treatment increased *Col1a1* gene expression to a lower extent in Charme^KO^ CFs compared to WT (Fig. 2K), with a significantly lower *Col1a1*/*Col3a1* gene expression ratio (Fig. 2L). Hence, Charme^KO^ CFs show impairment of the phenotypic features and functions of mature fibroblasts, and are less responsive to TGF-β1 stimulation for phenotypic conversion into myofibroblasts.

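For native CFs, whose RNA-seq data are shown in Supplementary Fig. 3A,B, 41 of the 72 tested genes in a list of the TGFβ pathway were lower in Charme KO and 31 were higher, with a median log2 fold change of −0.094 (camera with an inter-gene correlation of 0.01, p = 0.0689). The median was −0.031 without WT replicate 3, −0.049 without Charme KO replicate 2 and −0.052 without WT replicate 1. The p-value was 0.0279 under fry, 0.114 with the estimated correlation, and between 0.0459 without WT replicate 1 and 0.155 without Charme KO replicate 2 in the fits that left out 1 library. Adjusted over the list alone, 1 gene passed the threshold, and adjusted over all genes tested it was also 1, *Ltbp2*, while 15 had an unadjusted p-value under 0.05. *Smad2* was at 35.2 ± 3.72 normalized CPM (SD, n = 3) in WT and 32.8 ± 3.27 CPM (SD, n = 3) in Charme KO, a log2 fold change of −0.09 (standard error 0.13, adjusted p = 0.824 from edgeR's quasi-likelihood test), which was −0.010 without WT replicate 3 or Charme KO replicate 2 and −0.15 without WT replicate 2. *Smad4* was at 107 ± 5.83 and 99.0 ± 3.22 CPM, a log2 fold change of −0.11 (standard error 0.10, adjusted p = 0.734 in edgeR), between −0.13 and −0.062 with 1 library left out. *Tgfbr1* was at 44.2 ± 2.71 and 44.4 ± 3.54 CPM, a log2 fold change of 0.01 (standard error 0.11, adjusted p = 0.982 in edgeR), which was negative without WT replicate 2 (−0.037), without Charme KO replicate 1 (−0.056) and with the GC and length trend removed. *Smad3* had a log2 fold change of −0.39 (standard error 0.10, adjusted p = 0.156 in edgeR). For *Smad3*, *Smad4* and *Tgfbr2*, the 3 Charme KO libraries were all below the 3 WT libraries. *Tgfbr2* had a log2 fold change of −0.13 (standard error 0.11, adjusted p = 0.673 in edgeR). The side of the threshold of these 5 genes was the same in each of the 6 fits that left out 1 library and in the DESeq2 test.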

Given the observations of reduced differentiation of Charme^KO^ CFs, multiple assays were performed to assess the retention of features of unactivated fibroblasts, such as motility and self-renewal properties. An assay for spontaneous spheroid formation, a typical feature of mesenchymal cells in culture [27], was performed. Charme^KO^ CFs formed a significantly higher number of spheroids compared to the WT, with comparable size (Fig. 3A, B; Supplementary Fig. 2G). CFs from Charme^KO^ hearts also showed a higher clonogenic ability versus WT cells (Fig. 3C, D), with more evident holoclone-like features of the obtained clones, an index of propensity to self-renewal. Moreover, when subjected to a scratch assay, Charme^KO^ CFs showed higher migration capacities, as compared to WT (Fig. 3E, F). These behaviors observed in Charme^KO^ CF spheroid and clone formation, as well as in cell migration, were not due to a different proliferative capacity, as shown by the similar proliferation rates observed in Charme^KO^ and WT CF cultures at 48 and 72 h from plating (Supplementary Fig. 2H).

**Fig. 3:**
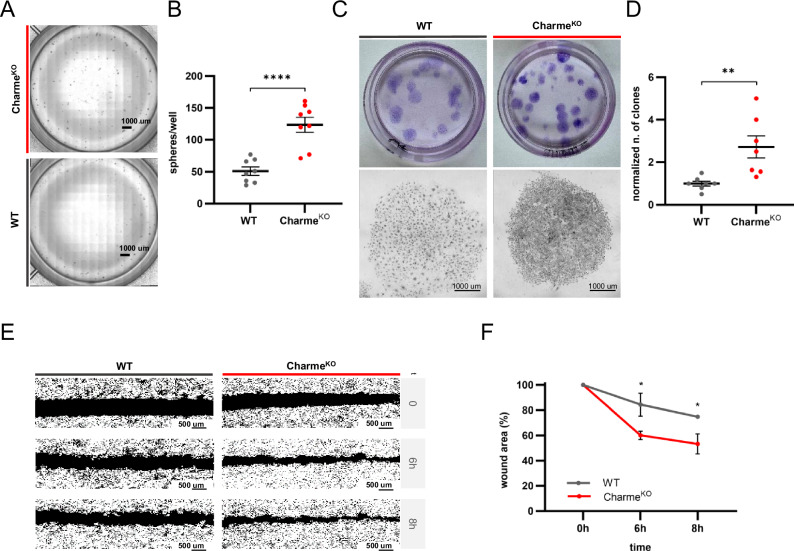
Charme^KO^ cardiac fibroblasts retain features of unactivated mesenchymal cells. **A** Representative phase contrast images of the spheroid formation assay. Images were acquired using Nikon Ti Eclipse microscope with multipoint acquisition at 10X magnification. **B** Dot plot showing the mean number of spheroids per well. **C** Representative images showing the size and number of clones in 60mm Petri dishes (top panels) and single clone cellular density (bottom panels) obtained from clonogenic assays in WT and Charme ^KO^ CFs. **D** Dot plot showing the number of clones per well, normalized on WT. **E** Representative binary masks obtained from ImageJ processing of wound healing assay images at 0, 6 h, and 8 h after scratch. Images were acquired at 10X magnification. **F** Line graph showing the percentage of residual wound area over time. For all dot plots, mean ± S.E.M. was plotted. N≥3; *p < 0.05; **p < 0.01; ****p < 0.0001.

These data demonstrate that Charme^KO^ hearts contain a higher proportion of CFs with unactivated phenotypes.

### Charme^KO^ cardiac fibroblasts display impoverished secretome and impaired paracrine functions

To better define the features of CFs isolated from Charme^KO^ hearts, we investigated whether their paracrine signaling function was also affected. Since the cardiac stroma exerts some fundamental functions through secreted cytokines [20, 21], conditioned media from WT and Charme^KO^ CFs were screened using an antibody array for the detection of 111 target cytokines. The analysis revealed 78 detectable cytokines in both samples, and 55 of them showed at least a 20% change between Charme^KO^ and WT cells levels (Fig. 4A). Notably, the number of down-regulated cytokines was greater than that of up-regulated ones (Fig. 4B), and they were shortlisted according to a minimum modulation of log2(FC) > | 2| in Charme^KO^ samples as compared to WT. The obtained list of 13 cytokines was used for a STRING network analysis which showed a functional network including 12 of them (Fig. 4C). KEGG pathway analysis returned relevant terms, including “Ras and MAPK“ (respectively, mmu04014 and mmu04010; FDR < 0.005), and the “PI3K/Akt” signaling (mmu04151; FDR < 0.005) pathways (Fig. 4D). These are known to have an important role in cardiac adaptation [28], as well as in response to mechanical and oxidative stress, and to ischemia/reperfusion injury [29, 30]. In line with the previous evidence [7–9], GO analysis also identified significant enrichment in categories related to the regulation of myoblast fusion and differentiation (Fig. 4E).

**Fig. 4:**
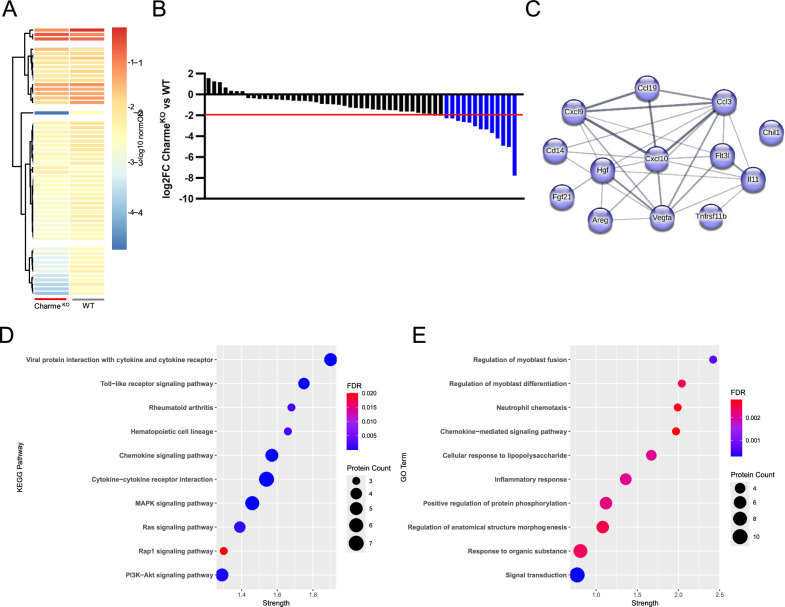
Charme^KO^ cardiac fibroblasts secrete low amounts of cytokines mediating specific signaling pathways. **A** Heatmap showing the clustering of differentially abundant molecules in conditioned media collected from Charme^KO^ CFs versus WT. **B** Bar graph showing the log2 fold-change of the normalized OD obtained in image quantification of the cytokine array used for screening the CF conditioned media. The threshold level for selecting the cytokines to be included in the following analyses is indicated by the red line. **C** Network graph of STRING Functional Network Analysis of selected cytokines, down-regulated (blue) in Charme ^KO^ CFs compared to WT. **D** Bubble graph of the top ten enriched pathway terms retrieved by the KEGG Pathway enrichment analysis of differentially abundant molecules. Numerosity (protein count) and false discovery rate (FDR) of the observed enrichment are reported. **E** Bubble graph of the top ten enriched Gene Ontology terms retrieved by the GO analysis of differentially abundant molecules. Numerosity (protein count) and false discovery rate (FDR) of the observed enrichment are reported.

Given this notable alteration, the impact of Charme^KO^ CFs paracrine signaling on other cardiac cell types was investigated. Neonatal rat ventricular myocytes were exposed to CF-conditioned media to explore its effect on the signaling pathways activated in cardiomyocytes through paracrine action. Coherently with the KEGG prediction and in line with the impoverishment of secreted cytokines observed in the Charme^KO^ CF secretome, lower levels of phosphorylated AKT were detected by WB in cardiomyocytes treated with Charme^KO^ CF-conditioned media, compared to WT (Fig. 5A, B). In contrast, ERK phosphorylation levels did not show relevant differences (Fig. 5C, D). The analysis of the canonical signaling pathways acting downstream of AKT in cardiomyocytes showed no significant modulation between treatments with Charme^KO^ or WT CF-conditioned media. This likely reflects the absence, in our experimental setting, of a specific stimulus required to trigger a cell survival response, and the activation of the downstream mediators and effectors.

**Fig. 5:**
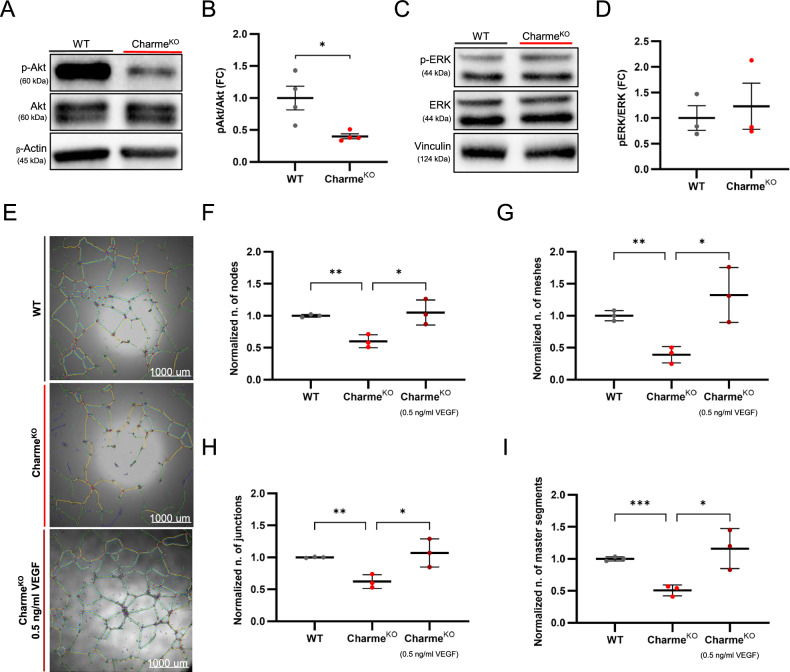
Charme^KO^ cardiac fibroblast conditioned media reduces both AKT phosphorylation in cardiomyocytes and endothelial cell angiogenesis. **A** Representative western blot images showing phosphorylated AKT (P-AKT) and total AKT protein levels in proteins extracted from NRVMs treated with WT or Charme^KO^ CF conditioned media for 1 h. β-actin was used as the loading control. **B** Densitometric analysis of the bands for P-AKT/AKT ratio, showing the Fold Change (FC) normalized over β-actin. **C** Representative western blot images showing phosphorylated ERK (P-ERK) and total ERK protein levels in the proteins extracted from NRVMs treated with WT or Charme^KO^ CF conditioned media for 1 h. Vinculin was used as the loading control. **D** Densitometric analysis of the blots for P-ERK/ERK ratio, showing the Fold Change (FC) normalized over Vinculin. **E** Representative bright field images of tube formation assay with the superimposition of the network masks created by the automated analysis by ImageJ. **F–I** Dot plots showing the number of nodes, meshes, junctions, and master segments respectively, in the tube formation assay, normalized on WT. N≥3; *p < 0.05; **p < 0.01; ***p < 0.001.

Homeostatic and cardioprotective effects of CFs exerted through paracrine signaling, also include the promotion of angiogenesis [31]. Notably, vascular endothelial growth factor A (VEGFA), which is the main mediator of endothelial cell activation and function, was included among the downregulated cytokines in the Charme^KO^ secretome. The ability of Charme^KO^ CFs to sustain capillary-like structure formation was assessed in a tube-forming assay with human umbilical vein endothelial cells (HUVECs). Conditioned media of Charme^KO^ CFs was significantly less effective in sustaining tube formation compared to WT cells, as assessed by automatic image analysis of nodes, meshes, junctions, and segments, and this phenotype could be rescued by the addition of recombinant VEGF to Charme^KO^ CF conditioned media (Fig. 5E–I). Overall, these data show an impaired paracrine signaling from Charme^KO^ CFs towards both cardiomyocytes and endothelial cells.

### Charme^KO^ cardiac fibroblasts are less supportive of embryonic cardiomyocyte differentiation

CFs have a well-established role in influencing cardiomyocyte maturation [15]. Given the observed impoverishment of cytokines related to myoblast fusion and differentiation in the Charme^KO^ CF secretome, its paracrine effect on cardiomyocyte differentiation was tested. Specifically, murine embryonic stem cells (mESCs) were used to recapitulate early cardiac development in vitro [32] and test whether Charme^KO^ CFs could be supportive of this process. Cardiomyocyte specification and maturation were induced in E14-Tg2a blastocyst-derived mESCs through the formation of embryoid bodies (EBs), mesoderm induction, and then cardiomyocyte specification, and assessed through the expression of stemness and cardiac specification genes, including *pCharme* (Supplementary Fig. 4A–G). EBs were co-cultured with either WT or Charme^KO^ CFs from day four of differentiation, allowing paracrine communication while avoiding cell-to-cell contact and cross-contamination between the two cell types (Fig. 6A). Markers of cardiomyocyte commitment and maturation were then assessed on day 6 at both mRNA and protein levels [32]. EBs co-cultured with Charme^KO^ CFs displayed significantly lower expression of myocyte enhancer factor 2 C (*Mef2c*) and GATA binding protein 4 (*Gata4*) (Fig. 6B, C), two key transcription factors necessary for the correct expression of muscle and cardiac-specific genes, including myosin heavy chain 6 (*Myh6*), a typical marker of mature adult cardiomyocytes [33, 34]. The *Myh6/Myh7* ratio is widely used to measure cardiomyocyte maturation [35], and EBs co-cultured with Charme^KO^ CFs showed a significantly lower *Myh6/Myh7* expression ratio compared to EBs co-cultured with WT cells (Fig. 6D, Supplementary Fig. 4H, I). Protein levels of the examined genes were further investigated, confirming the significant reduction of MEF2C and GATA4 expression, as well as the reduced MYH6/MYH7 protein ratio (Fig. 6E–H; Supplementary Fig. 4J, K).

**Fig. 6:**
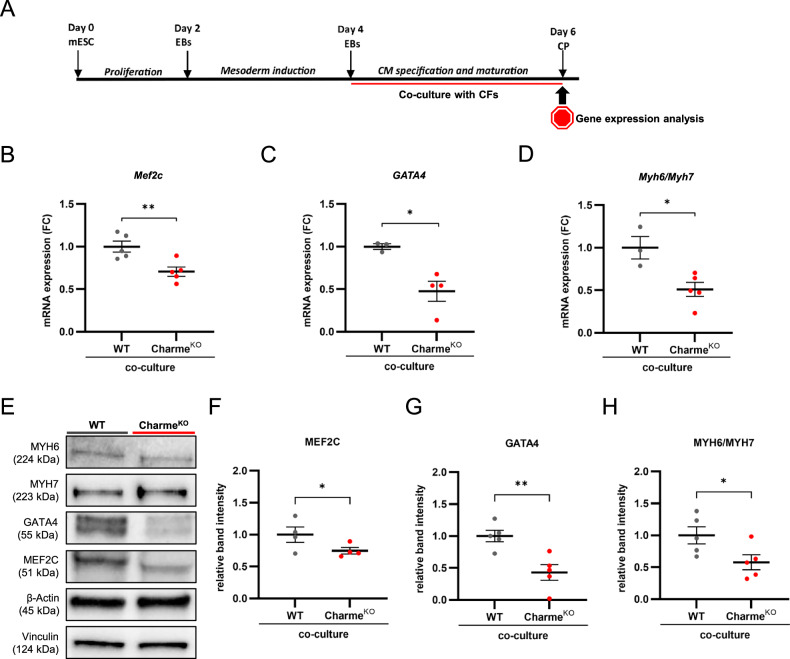
Embryoid bodies co-cultured with Charme^KO^ cardiac fibroblasts show reduced cardiomyocyte maturation. **A** Schematic representation of embryoid body (EB) differentiation and co-culture time course (CM= cardiomyocytes; CP= cardiac progenitors). **B, C** Dot plots showing *Mef2c* and *Gata4* gene expression, respectively, shown as fold change (FC) normalized on the WT samples. **D** Dot plot showing *Myh6/Myh7* gene expression ratio, shown as fold change (FC) normalized on the WT samples. **E** Representative western blot images showing MYH6, MYH7, GATA4, and MEF2C protein levels. β-actin and vinculin were used as loading controls. **F–H** Densitometric analysis of the blots, showing the Fold Change (FC) normalized over the loading controls. N≥3; *p < 0.05; **p < 0.01.

The collected evidence shows a defective role of the Charme^KO^ CFs in supporting cardiomyocyte maturation in vitro.

## Discussion

*Charme* is a murine lncRNA, with restricted expression in skeletal and cardiac muscle, involved in the myogenic process [7–9]. In mice, *Charme* knock-out causes a prominent cardiac phenotype characterized by cardiomyocyte hyperplasia and notable alteration of the tissue structure [7]. Its function has been deeply investigated in cardiomyocytes [8, 9], while the effect of the lncRNA ablation on the phenotype and function of non-myocyte cells in the Charme^KO^ heart has not been investigated. The cardiac stroma is a key constituent of the tissue microenvironment,where it plays pivotal roles in tissue development, homeostasis, and pathological conditions. Cardiac stroma acts by modulating cardiomyocyte proliferation and maturation during embryonic development [15], and by maintaining tissue homeostasis in the adult life, through ECM remodeling and paracrine communication with other cell types [20, 36].

Charme^KO^ cardiac tissue displayed an altered ECM composition, with reduced collagen I protein content and Col1/Col3 protein ratio associated with a lower density of resident CFs. Consistently, the analyses on native CFs isolated from Charme^KO^ hearts revealed a peculiar transcriptome, impoverished of genes involved in ECM synthesis and organization, particularly concerning collagen type I. Cultured Charme^KO^ CFs mirrored the reduced expression of genes involved in ECM and collagen organization, and showed reduced matrix digestion ability, indicating altered ECM remodeling and resorption capacity as well.

Cultured Charme^KO^ CFs were depleted of the lin-/Sca1 + /CD90+ population, associated with an activated and pro-fibrotic phenotype in fibroblast maturation [25]. Coherently, Charme^KO^ CFs were less responsive to differentiation into myofibroblasts triggered by TGF-β1. The data collected suggest an impaired maturation of Charme^KO^ CFs into collagen-producing fibroblasts, both in homeostatic and activated conditions. On the other hand, Charme^KO^ CFs showed enhanced mesenchymal phenotype, such as increased spontaneous spheroid growth and cell migration, as well as enhanced clonogenic ability, all features typical of mesenchymal cells in vitro [27], overall resembling an early activation state accompanied by impaired commitment to myofibrogenesis [22].

Besides ECM synthesis and myofibroblast specification, another main function of CFs lays in the communication with other cell types. In this direction, Charme^KO^ CFs revealed a paracrine profile depleted of several cardioprotective molecules involved in cardiomyocyte adaptation and survival pathways. Cytokines involved in the PI3K/Akt signaling pathway were among the most significantly affected by Charme depletion, and this pathway resulted less active in primary cardiomyocytes exposed to Charme^KO^ CF-conditioned medium in vitro. The role of the PI3K/Akt signaling pathway in the heart is well established, since it regulates several cardioprotective processes. Upon injury, the activation of PI3K/Akt signaling pathway promotes cell survival [37, 38] by reducing oxidative stress [39] and inflammation [40], decreasing cardiomyocyte apoptosis [41], and excessive autophagy [42]. The reduced cardioprotective paracrine function of CFs upon Charme depletion was also supported by the observed decrease in angiogenesis, which is consistent with the reduced levels of the pro-angiogenic factor VEGFA in their secretome and its rescue effect on endothelial tube formation.

Altogether, these findings highlight how depletion of Charme in the heart not only affects cardiomyocytes, as previously described [7–9], but also significantly alters the phenotype and function of resident CFs. We speculate that impaired homeostatic function and responsiveness to activation stimuli may potentially affect the ability of Charme^KO^ CFs to face cardiac aging and/or injury, potentially contributing to the heart remodeling observed in the adult Charme^KO^ mice, the development of cardiac dysfunction in the long term [9].

Moreover, CF function has been proven crucial to the determination of correct tissue development, and specifically cardiomyocyte maturation [43]. To this end, the switch from neonatal to adult state of CF is pivotal. The release of specific molecules as well as ECM proteins by CFs drive cardiomyocyte cell cycle exit and promote their structural and functional maturation, mainly through ECM-receptor interaction, focal adhesion, and chemokine signaling [15]. In line with these evidences, the secretome of Charme^KO^ CFs displayed a significant reduction in the levels of cytokines involved in the regulation of myoblast differentiation and fusion, and mediated significant impairment of cardiomyocyte maturation in an in vitro model of cardiac differentiation from mouse embryonic stem cells. These results suggested a direct involvement of CFs in the alterations of the Charme^KO^ cardiomyocyte compartment through paracrine signaling.

Notably, the effect of *Charme* depletion can still be observed in adult CFs despite the lncRNA is not expressed in this cell type. The molecular mechanism whereby *Charme lncRNA* mediates cellular responses beyond its expression remains to be investigated, and possibly lies in the impairment of the paracrine signaling from cardiomyocytes to fibroblasts occurring during heart development, when *Charme* is indeed expressed in cardiomyocytes. Charme knockout directly drives the cardiomyocyte hyperplasia and reduced maturation observed in vivo by controlling myogenic gene expression during embryogenesis [9]. Recent data described signaling occurring from cardiomyocytes to CFs during development, mediated by TGF-β, which promotes early differentiation of CFs to co-evolve the ECM environment necessary for full maturation of functional cardiomyocytes [44]. The effect of TGF-β depletion in vivo in cardiomyocytes during development are still evident in adult CFs, suggesting that the impaired maturation in embryonic life can indeed persist in a dysfunctional phenotype in adulthood. This is to some extent similar to our observations in CFs isolated from adult Charme^KO^ mice, where we hypothesize an impaired paracrine signaling from Charme^KO^ cardiomyocytes to CFs, preventing their full maturation.

Therefore, we speculate that the altered cardiomyocyte maturation, in which Charme plays a direct role, might affect the microenvironment since embryogenesis, mediating a persistently altered intercellular crosstalk with developing CFs, which changes them irreversibly throughout adulthood.

In conclusion our observations point to the presence of an altered intercellular signaling occurring in Charme^KO^ hearts, possibly established by Charme expressing cardiomyocytes during development, which impairs CFs. As *Charme* lncRNA is also expressed in the human heart [45, 46], further investigation will be required in order to identify the pathways affected by cell-cell interaction and promoting cardiomyocyte maturation, the microenvironment homeostasis, and possibly their involvement in different cardiac diseases.

## Materials and Methods

### Cardiac fibroblast isolation and treatment

The Charme^KO^ animals were previously derived through the insertion of a PolyA signal in the Charme locus, as detailed in Ballarino et al. [7]. CFs were either freshly isolated from the cardiac tissue through dissociation and hematopoietic lineage depletion or cultivated through the explant culture protocol. Hearts were explanted from 3 WT and Charme^KO^ C57BL/6 J mouse models at the age of 5 weeks. The isolation of native CFs was performed using a Multi tissue dissociation kit for the dissociation of adult mouse heart from Miltenyi Biotech (Cologne, Germany), following the standard protocol provided (Fig. Supplementary 1A), which allows the isolation of non-cardiomyocyte populations. Briefly, cardiac tissue was harvested and subjected to enzymatic digestion (Multi Tissue Dissociation Kit 2, Miltenyi, #130-110-203) and dissociation through a gentleMACS Dissociator (Miltenyi, #130-093-235), followed by red blood cell lysis. The isolated cells were subjected to immunomagnetic selection for hematopoietic cell lineage depletion, using the Direct Lineage Cell Depletion Kit (Miltenyi, #130-110-470) following the protocol provided.

The explant culture method followed the protocol described [47]: in brief, isolated atrial tissue collected from 6 littermate animals (4–6 weeks of age) was washed with PBS, fragmented with scissors into 1 mm^3^ pieces and digested for 5 min with 0.05% trypsin-EDTA (Lonza, Basel, Switzerland); the resulting pieces were plated in 60 mm Petri dishes previously coated for one hour with 50 ng/ml fibronectin (Corning, Somerville, MA, USA) and cultured for 2 weeks in complete explant media (CEM) [Iscove’s modified Dulbecco’s medium (IMDM) (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 20% FBS (Sigma-Aldrich), 1% penicillin- streptomycin (Sigma-Aldrich), 1% L-glutamine (Lonza), and 0.1 mM 2-mercaptoethanol (Thermo Fisher Scientific, Waltham, MA, USA)]. After 2 weeks, outgrowth cells were collected with mild digestion performing sequential washes with Ca2 + -Mg2+ free phosphate-buffered saline (PBS), 0.48 mm Versene (Thermo Fisher Scientific) for 3 min, and 0.05% trypsin–EDTA (Lonza) for 5 min at room temperature under visual control. Harvests were made weekly up to three times. Cells were cultured in CEM, and early-passage cultures were used for all the experiments.

For TGFβ1 treatment, cells were plated on fibronectin (Corning) at a cell density of 1.8*10^4^ cells/cm^2^ and treated with 10 ng/ml Mouse Transforming Growth Factor β1 (mTGF-β1) (Cell Signaling Technology, Danvers, MA, USA) in CEM for 72 h. The experiment was performed on at least 3 independent primary cell lines established as described above.

### Murine embryonic stem cell differentiation and co-culture

E14-Tg2a mESCs were a kind gift from Dr D.Alfano, and were routinely tested for mycoplasma. Cells were cultured without feeders and maintained undifferentiated on gelatin-coated dishes in GMEM (Sigma-Aldrich; Cat#103 G5154) supplemented with 10^3^ U/ml ESGRO LIF (Millipore, Burlington, MA, USA; Cat# ESG1107), 15% fetal bovine serum (ES Screened Fetal Bovine Serum, US Euroclone, Milan, Italy; Cat# CHA30070L), 0.1 mM non-essential amino acids (Gibco, Cat# 11140-035), 0.1 mM 2-mercaptoethanol (Gibco, Cat# 31350-010), 0.1 mM L-glutamine (Gibco, Cat# 25030081), 0.1 mM Penicillin/Streptomycin (Gibco, Cat# 10378016), and 0.1 mM sodium pyruvate (Gibco, Cat# 11360-070). Cells were passaged every 2–3 days using 0.25% Trypsin-EDTA (1X) (Gibco, Cat# 25200056) as the dissociation buffer. For differentiation, E14-Tg2a mESCs were dissociated with Trypsin-EDTA and cultured in ultra-low attachment plates (Corning) at 1*10^5^ cells/ml in serum-free media: 75% Iscove’s modified Dulbecco’s media (Cellgro, NE, Lincoln, USA; Cat#15-016-CV) and 25% HAM F12 media (Cellgro; #10-080-CV), supplemented with N2 (Gibco #17502048) and B27 (Gibco #12587010) supplements, penicillin/streptomycin (Gibco #10378016), 0.05% BSA (Sigma-Aldrich; Cat#. A9576), L-glutamine (Gibco #25030081), 5 mg/ml ascorbic acid (Sigma-Aldrich; A4544) and 4.5*10^-4 ^M monothioglycerol (Sigma-Aldrich; M-6145). After 48 h in culture, EBs were resuspended in serum-free differentiation media with the addition of 1 ng/ml human activin A (R&D Systems, Minneapolis, MN, USA; Cat#.338-AC), and 1 ng/ml human BMP4 (R&D Systems Cat# 314-BP). The 4-day-old EBs were resuspended in serum-free differentiation media supplemented with 5 mg/ml ascorbic acid (Sigma-Aldrich; A4544) and 4.5*10^-4 ^M monothioglycerol (Sigma-Aldrich; M-6145) for 48 h.

For co-culture experiments, 4-day-old EBs were cultured in serum-free media with 5 mg/ml ascorbic acid (Sigma-Aldrich; A4544) and 4.5*10^-4 ^M monothioglycerol (Sigma-Aldrich; M-6145) in multi-12-well cell culture inserts in the presence of adherent WT and Charme^KO^ CFs seeded at a cell density of 1.6*10^4^ cells/cm^2^, for 48 h. The conditioned media were collected from three independent primary CF cell lines established as described above.

EBs were collected every 2 days. QIAzol lysis reagent (QIAGEN; Cat. No.79306) was added for further RNA extraction, while Pierce RIPA Buffer (Thermo Fisher Scientific; Ref: 89900) with protease and phosphatase inhibitors was used for protein extraction.

### Western blot

Hearts were explanted from WT and Charme^KO^ mice (5 weeks of age) and proteins were isolated from ventricle tissue. Protein extracts were made from ventricle tissues and cell cultures using Pierce RIPA Buffer with protease and phosphatase inhibitors and stored at −80 °C until analysis. Protein lysates were mixed with Laemmli 4× buffer with 5% β-mercaptoethanol and boiled at 100 °C for 5 min, loaded on a sodium dodecyl sulfate 15% polyacrylamide gel for electrophoresis (SDS-PAGE), then transferred to PVDF membranes (Sigma-Aldrich). Membranes were blocked with 3% BSA for 1 h at room temperature, and then incubated with primary antibodies against α/β-Tubulin (Cell Signaling Technology, Danvers, MA, USA), Collagen-I-alpha1 (COL1A1, Santa-Cruz Biotechnology, Dallas, TX, USA), Collagen-III-alpha1 (COL3A1, Santa-Cruz Biotechnology), Vinculin (Cell Signaling Technology), pAkt (Cell Signaling Technology), Akt (Cell Signaling Technology), pERK (Cell Signaling Technology), ERK (Cell Signaling Technology), MYH6 (Proteintech, Manchester, UK), MYH7 (Proteintech), GATA4 (Cell Signaling Technology), MEF2C (Abcam, Cambridge, UK), β-Actin (Cell Signaling Technology) at 4 °C overnight with gentle agitation. Membranes were washed with TBS-0.01% Tween and incubated with appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies (Cell Signaling Technology) for 1 h at room temperature with gentle shaking. Chemiluminescent detection was performed after incubation with Clarity western ECL substrate (Bio-Rad, Hercules, CA, USA), following the manufacturer’s instructions using ChemiDoc XRS+ Imager (Bio-Rad), and analyzed using ImageLab software (Bio-Rad). Each band density was adjusted for background signal and normalized to the loading control. Uncropped images of all the western blots are available in the supplemental material (Supplementary Western Blot file). All antibodies used are listed in Supplemental Table 4.

### Total RNA extraction

Total RNA of native stroma, CFs, and EBs was extracted starting from 1*10^5^ cells using column-based kits (miRNeasy Micro kit, QIAGEN), according to the manufacturer’s instructions. Total RNA of cardiac tissue was extracted from heart tissue using column-based kits (miRNeasy Mini kit, QIAGEN), according to the manufacturer’s instructions. Briefly, for both, a first phase of cell lysis was followed by precipitation in ethanol, RNA binding to the column and several washes to collect total RNA in 14 μl and 30 μl of RNase-free water respectively, that was then quantified on a NANODROP instrument (Thermo Scientific) at 260–280 nm and stored at −80 °C.

### Reverse transcription and Real-time PCR

For reverse transcription, the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA) was used, following the manufacturer instructions. Real time PCR was performed using the SYBR Green Master Mix (Applied Biosystems) on a 7900HT Fast Real-Time PCR System (Applied Biosystems). cDNA from reverse transcription was diluted to the concentration of 10 ng/μl and 1 μl was used for amplification. The final primers concentration was 200 nM; primers efficiency has been previously tested, and their specificity was confirmed through the analysis of melting curves. GAPDH and HPRT were used as endogenous control genes. The relative ratio versus endogenous controls was calculated using the comparative Ct method (2 − ΔCt). (Supplementary Table 3).

### RNA-sequencing

RNA was extracted from three native and three cultured CF (obtained as described above) samples and used for mRNA sequencing performed on Illumina platform. Q30-filtered raw reads were obtained from Illumina BaseSpace Reads and aligned to GMCm39 assembly using STAR aligner software [48]. Gene loci fragment quantification was performed on Ensemble (release 87) gene annotation gtf using STAR –quantMode GeneCounts parameter. The gtf file was edited adding CHARME gene genomic coordinates. Read counts of “reverse” configuration files were combined into a count matrix file, that was given as input to DESeq2 [49] R package for normalization and differential expression analysis, after removing genes with less than ten counts in at least two samples. Adjusted p-value cutoff for selecting significant DEGs was set to 0.05 unless otherwise specified. Heatmap of DEGs was generated using pheatmap R package (Pheatmap: pretty heatmaps. R Kolde. R package version 1 [2], 726) from normalized scaled data.

Volcano plots were generated using Enhanced Volcano R package (https://bioconductor.org/packages/devel/bioc/vignettes/EnhancedVolcano/inst/doc/EnhancedVolcano.html). Enrichment analyses on GO, KEGG pathways, WikiPathays, and Reactome, were performed on up-regulated and down-regulated genes using EnrichR web server and R package [50, 51].

RNA-sequencing analyses were validated through real-time PCR for the evaluation of the expression of genes selected as the most abundantly expressed in our samples and being the three most significant DEGs. 

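By mean CPM over the 6 native CF libraries, *Col1a1* ranked 26, *Eln* 62 and *Fn1* 81 among the 15789 tested genes. By the p-value of edgeR's quasi-likelihood test between Charme KO and WT, *Eln* ranked 69, *Col1a1* 478 and *Fn1* 623. In the DESeq2 test on the same genes the adjusted p-value was 1.05e-09 for *Eln* and 0.0381 for *Fn1*.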

The selected genes for the validation of RNA-sequencing analysis on native cardiac stroma are: collagen-1-alpha-1 (Col1a1), elastin (Eln), and fibronectin 1 (Fn1) (Supplementary Fig. 1I). The selected genes for the validation of RNA-sequencing analysis on cultured CFs are: elastin (Eln), myosin heavy chain 11 (Myh11), and ADAM Metallopeptidase With Thrombospondin Type 1 Motif 15 (Adamts15) (Supplementary Fig. 2F).

### Cardiosphere formation assay

Following explant culture protocol, collected CFs from at least three independently established primary lines were seeded in duplicate 24-well plates previously coated for 1 h with Poly-D-Lysine (Corning) at low density (2,5*10^4^ cells/well) in cardiosphere-growing medium (CGM) [35% complete IMDM (Sigma-Aldrich) and 65%, DMEM–F-12 (Sigma-Aldrich) mix containing 3,5% FBS (Sigma-Aldrich), 2% B27 (Gibco), 0.1 mmol/L 2-mercaptoethanol (Thermo Fisher Scientific), 10 ng/mL epidermal growth factor (EGF; Peprotech, Rocky Hill, NJ, USA), 20 ng/mL fibroblast growth factor (FGF, Peprotech),40 nmol/L cardiotrophin-1 (Peprotech), 40 nmol/L thrombin (Peprotech), antibiotics, and 1% L-glutamine (Lonza)]. After 1 week, cells spontaneously formed 3D spheroids, which were manually counted and measured in diameter using the NIS Elements AR Software on the Eclipse Ti Microscope (Nikon®, Tokyo, Japan).

### Colony forming unit (CFU) assay

The colony-forming unit (CFU) assay was performed to calculate clonogenic efficiency. Early passage non-confluent primary CFs were seeded at low density (5 cells/cm^2^) in CEM medium on fibronectin (Corning)-coated 60 mm plates and incubated for 14 days at 37 °C, 5% CO2. Colonies produced were fixed with 4% paraformaldehyde, then stained with Giemsa (Sigma-Aldrich) for 1 h and counted using an optical microscope. A cluster with at least 30 cells was considered as a colony, corresponding to a CFU. Clonogenic efficiency was then calculated as the number of CFUs/100 plated cells. At least three independent primary CF cell lines established as described above were used for the assay, each performed in technical duplicate.

### Scratch assay

To evaluate cell migration, a scratch assay was performed. A total of 10^5^ CFs per well were plated in 12-well plates coated with fibronectin (Corning) in CEM 10% FBS. The scratch was performed after 24 h, and then the cells were washed with PBS and cultured with CEM 2% FBS for 10 h. To evaluate CF migration capacity, images were captured every 2 h with a Nikon Eclipse Ti fluorescence microscope equipped with a motorized stage and NIS-Elements AR 4.30.02 software (Nikon Corporation, Tokyo, Japan). Images were analyzed using ImageJ software (Windows 64-bit Java 8 version, NIH, USA; available at: https://imagej.net/ij/download.html), by an automatic macro for scratch area measurement, normalized to the initial area at T0. At least 3 independent primary CF cell lines established as described above were used for the assay, each performed in technical duplicate.

### Flow cytometry

CFs immunophenotype was assessed by flow cytometry. Semi- confluent cultures were harvested and stained with CD45-PerCP-cy5.5, Flk1-PE, CD90-FITC, Sca1-APC-cy7 (Biolegend, San Diego, CA, USA) antibodies. In detail, 1*10^5^ CSCs per staining were harvested with Accutase (Sigma-Aldrich), centrifuged for 5 min at 300 rcf and resuspended in 100 μl FACS media (PBS-2%FBS) containing 0,05 μg of each antibody and incubated for 30 min at room temperature in the dark. The samples were then washed with FACS media, centrifuged for 5 min at 300 rcf and resuspended in 400 μl FACS media prior to analysis. Single stain samples were used for compensation purposes. Specifically, compensation beads covalently bound to either mouse or rat/hamster IgG were stained in the same condition used for the samples (100 μl FACS media + 0,05 μg of antibody) for 15 minutes at room temperature in the dark. A mixture of cells and beads was used as an unstained control. All data acquisition was performed on a FACS-Aria II platform (BD Biosciences, Franklin Lakes, NJ, USA) equipped with FACSDiva software, also used to calculate the compensation parameters (BD Biosciences). All flow cytometry data were analyzed with FlowJo software (FlowJo LLC). Standard gating strategy was used to select single cells; CD45-/Flk1- cells (cells negative for hematopoietic and endothelial markers) were selected for the analysis of Sca-1 and CD90 positivity. The analysis was performed on three native CFs and on at least three independent primary CF cell lines established as described above. All antibodies used are listed in Supplemental Table 4.

### Matrix digestion assay

CFs were suspended in a clear 3D gel matrix 2 mg/ml Rat Tail Collagen I (Gibco A10483-01) pH=7 and seeded at a concentration of 2*10^4^ cells/µl in complete explant medium (CEM) 20% FBS for 4 days. The area of the collagen matrix was measured at day 0 and 96 h after seeding, using a Nikon Eclipse Ti microscope equipped with a motorized stage and NIS-Elements AR 4.30.02 software. At least three independent primary CF cell lines established as described above were used for the assay, each performed in technical duplicate.

### Conditioned media collection and secretome profiling

Conditioned CEM media were collected after the last 24 h of CF culture, in presence of 0,1% FBS, and then analyzed for the quantification of cytokines on a medium throughput array. Media were centrifuged at 2000 rcf for 5 min to remove cells and debris and then stored at −80 °C until analysis. Culture medium was assayed by the Proteome Profiler Mouse XL Cytokine Array (R&D Systems) to simultaneously detect 111 targets. Briefly, array membranes were blocked with blocking buffer for 1 hour at room temperature, and then a mixture of culture medium and array buffers was added to each membrane and incubated overnight at +4 °C with gentle shaking. Membranes were then washed three times in wash buffer, incubated for 1 h at room temperature in Detection Antibody Cocktail and further washed. After that, membranes were incubated for 30 min at room temperature with HRP-conjugated streptavidin and washed one last time to remove unbound reagents. All incubation steps were performed under agitation on an orbital shaker. Membranes were finally incubated with the supplied Chemi Reagent Mix following the manufacturer’s instructions for luminescent spots detection. Arrays were scanned with ChemiDoc Imaging System (Biorad) and spot signal densities were obtained using ImageLab software (Biorad). The background spot signal was subtracted from each specific spot density data and the obtained values were normalized to the positive control spots for each membrane. A heatmap was generated using the log10 value of the densitometric quantification for each dot, using the R package pheatmap (GNU Project). Euclidean distance was calculated using hclust clustering methods implemented in R software. Functional associations network using the STRING database and KEGG Pathways and GO analysis was carried out using Cytoscape (ELIXIR Core Data Resources).

### Tube-formation assay

Human umbilical vein endothelial cells (HUVECs) were plated in duplicate (2.5 × 10^4^ cells/well) on Matrigel-coated 96-well plates (Growth Factor Reduced Matrigel Matrix Phenol Red Free, BD Biosciences) and cultured for 18 h in the CF-conditioned media previously collected from WT and Charme^KO^ CFs. Recombinant VEGF (Peprotech)was added at 0,5 ng/ml. CM were collected from three independently established CFs primary lines. Endothelial growth media (EGM, Lonza) was used as a positive experimental control. The Angiogenesis Analyzer Plugin of ImageJ Software (NIH) was used on randomly captured images with a 4× objective on a Nikon Eclipse TI inverted microscope (Nikon). Cryopreserved HUVECs from pooled donors were purchased from Lonza (C2519A).

### Immunostaining and fluorescence microscopy analysis

For immunofluorescence, CFs were fixed for 15 min with 4% paraformaldehyde at 4 °C, and permeabilized with 0.1% Triton X-100 (Sigma-Aldrich) in PBS with 1% BSA (Sigma-Aldrich). Nonspecific antibody binding sites were blocked with 10% goat serum (Sigma-Aldrich) in PBS.

Murine hearts were collected from 5-week-old WT and Charme^KO^ mice (3 animals), washed in PBS, and embedded in Tissue-Tek® O.C.T. Compound (Sakura Finetek, Torrance, CA, USA). 7µm-slices were cut and fixed for 15 min with 4% paraformaldehyde. Permeabilization was performed with 0.3% Triton X-100 (Sigma-Aldrich) in PBS with 1% BSA. Nonspecific antibody binding sites were blocked with 2% goat serum (Sigma-Aldrich) and 5% BSA (Sigma-Aldrich) in PBS.

Primary antibodies were incubated overnight at 4 °C according to datasheet instructions. After thorough washing, slides were incubated for 2 h at room temperature with the appropriate Alexa-conjugated secondary antibodies (A11029, A1103, Thermo-Fisher) and HOECHST 33258 nuclear dye (Sigma-Aldrich). Slides were mounted in VECTASHIELD® anti-fade mounting medium (Vector laboratories). Image capture was performed on a Nikon Eclipse Ni microscope equipped with VICO system and NIS-Elements AR 4.30.02 software with a 20X objective (Nikon). Fluorescence intensity was normalized to the number of nuclei per each field. All antibodies used are listed in Supplemental Table 4.

### Rat ventricular myocyte isolation and treatment

Hearts were harvested from ten neonatal littermate rats 1–3 days after delivery, atria were removed, and the ventricles were minced in small pieces in PBS at room temperature. Then, tissue was digested through the commercial kit Neonatal Heart Dissociation Kit, mouse and rat (Miltenyi Biotec; #130-098-373), obtaining a single cell suspension, and cardiomyocytes were negatively selected through an antibody-based chromatographic column (Miltenyi Biotec; # 130-105-420) following the manufacturer instructions. Plates were coated with 1% gelatin (Sigma-Aldrich; G1890), and cardiomyocytes were diluted 10^6^/ml in custom-made ‘seeding medium’ (10% horse serum, 100 µM BrdU). 24 hours later, cells stably adhered and the medium was replaced with a serum-free ‘cardiomyocyte medium’ (CM medium), reconstituted from lyophilized DMEM/F-12 (Sigma-Aldrich; D0547) and enriched with 0.72 g/l glucose (Sigma-Aldrich; # G5400), 0.33 g/l sodium pyruvate (Thermo Fisher Scientific; # BP356), 0.017 g/l ascorbic acid (Gibco; # 13080-23), 2 µl selenite 0.2 M (Sigma-Aldrich; # S5261), 0.004 g/l transferrin (Sigma-Aldrich; # T3309), 2 g/l BSA fraction V (Amresco; # 0332), 3.57 g/l HEPES (Amresco; # 0511), 2.43 g/l sodium bicarbonate (Sigma-Aldrich; # S6014) and 10 ml penicillin-streptomycin (Gibco; 15070063).

For conditioned media treatment, NRVMs were plated in duplicate in 96-well plates at a density of 5*10^4^/cm^2^ in 100 μl CM medium. After 3 days of cell culture, NRVMs were treated for 1 h with conditioned media collected from 3 independent WT and Charme^KO^ CFs primary lines.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 8 software. All results are presented as mean value ± standard error of the mean. Significance of the difference between two groups was determined by two-sided Student’s t-test. When 3 or more groups were specifically intercompared, the parametric one-way ANOVA test followed by the Bonferroni correction was used. A value of *p* < 0.05 was considered as significant.

No formal statistical methods were used to pre-determine sample size. The number of biological replicates was chosen based on previous studies using similar primary cell models and experimental endpoints, as well as on feasibility and reproducibility considerations. Each experiment was performed using *n* ≥ 3 independent primary cell isolations, with technical replicates included for each condition. This sample size is expected to allow detection of biologically meaningful differences between experimental groups.

## Supplementary information

Supplemental Material

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplemental-WB

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus database at the following links https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE296379https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE296380.

# Supplementary material for: Effect of the cardiac long non-coding RNA Charme depletion on the maturation and paracrine signaling of resident cardiac fibroblasts
**Source:** Cell Death Dis. 2026 Apr 15;17(1):507. doi: 10.1038/s41419-026-08636-x
**Supplement:** Supplementary file 1 — Supplemental Material

**List of Supplemental Material**

- Supplemental Figures
- Supplemental Figure legends
- Supplemental Tables
- Supplemental blot file
- Supplemental Methods
- Dataset access number

**Supplementary Figure 1. Native cardiac fibroblast isolation and transcriptomic characterization in Charme^KO^ and WT samples.**

A) Graphical representation of the experimental protocol used for native CF isolation from murine hearts. B) Gating strategy used for flow cytometry analysis of native cardiac stroma obtained through tissue dissociation and hematopoietic cell depletion. C) Bar-graph showing the quantitative real-time PCR for pCharme expression levels in the cardiac tissue, native stroma, cardiac fibroblasts, and lung fibroblasts, plotted as fold change (FC). D) Bubble graph showing terms from the GO analysis of the top 300 expressed genes in native CFs. Strength of association, adjusted p value and enrichment of each category are reported. E) Principal Component Analysis of RNA-Sequencing from WT and Charme^KO^ native cardiac stromal cells. F) Heatmap with hierarchical clustering showing the sample correlation based on the expression data of WT and Charme^KO^ native CFs. G) Bubble plot showing the GO analysis of the DEGs upregulated in Charme^KO^ vs WT CFs. Numerosity of each category, adjusted p value, and odds ratio of the enrichment terms are reported. H) Heatmap with hierarchical clustering showing the expression data and clustering of all DEGs included in the ECM related terms indicated by GO and Reactome database analyses. I) Boxplot showing normalised RNAseq counts for all the collagen genes significantly downregulated in Charme^KO^ vs WT native CFs. J) Bar-graph showing the quantitative real-time PCR validation of selected genes in RNAs from Charme^KO^ vs WT native CFs. K) Representative confocal microscopy images on heart sections from CharmeKO and WT mice after immunofluorescence staining for collagen III (green) and troponin I (red), counterstained for nuclei (blue). L) Quantification of mean fluorescence intensity for collagen III immunostaining in Charme^KO^ heart sections. For all panels: Quantification was made on three independent biological replicates. *= p<0.05; **=p<0.01; ***=p<0.001.

**Supplementary Figure 2. Cardiac fibroblast isolation and characterization ex vivo.**

A) Dot plot showing flow cytometry analysis of native and cultured cardiac fibroblasts (CFs), revealing similar percentage of the lin-/Sca1+ cell population. B) Dot plot showing the Pearson correlation based on the RNA-seq data between genes expressed in native versus cultured WT CFs. C) Bubble graph showing terms from the GO analysis of the top 300 expressed genes in cultured CFs. Strength of association, adjusted p value, and enrichment of each category are reported. D) Bubble plot showing the GO analysis of the DEGs in Charme^KO^ vs WT cultured CFs. E) Boxplot showing normalised RNA-seq counts for all the genes included in the categories shown in panel D in Charme^KO^ vs WT cultured CFs. F) Bar-graph showing the quantitative real-time PCR validation of selected genes in RNAs from Charme^KO^ vs WT cultured CFs. G) Dot-plot showing the measured mean diameter of spheroids generated from Charme^KO^ and WT cultured CFs. H) Line graph showing normalized absorbance at 490 nm for an MTT viability assay. Quantification was made on three independent biological replicates. Values were normalized to t0. For all panels: Quantification was made on three independent biological replicates. Mean ± S.E.M. was plotted. *= p<0.05; **=p<0.01; ***=p<0.001.

**Supplementary Figure 3. Analysis of the expression of genes involved in the TGFβ signalling pathway in Charme^KO^ CFs.**

A,B) Heatmaps with hierarchical clustering showing the expression of (A) all the genes, and (B) the differentially expressed genes (DEG p<0,1) from RNA-seq data involved in the TGFβ signalling pathway in WT and Charme^KO^ in native CFs. C-G) Dot plots showing the quantitative real-time PCR for the TGFβ-signalling pathway genes Smad2, Smad3, Smad4, Tgfbr1, Tgfbr2 in WT and Charme^KO^ in cultured CFs. Mean ± S.E.M. was plotted. **=p<0.01; ***=p<0.001

**Supplementary Figure 4. Differentiation of murine cardiomyocytes from murine embryonic stem cells (mESCs).**

A) Schematic representation of embryoid bodies (EBs) differentiation time course (CM= cardiomyocytes; CP= cardiac progenitors). B) Line graph showing the mean expression level by realtime qPCR of the stemness genes *Nanog* and *Oct3/4* during the differentiation process. C-G) Line graphs showing the expression by realtime qPCR of the cardiac specification genes *Islet1 (Isl1)*, *Mef2c*, *Troponin I (TnI)*, *Cacna1c*, and *pCharme,* respectively, during the differentiation time course. Relative gene expression of each mRNA is reported as fold change normalized on day 0. H,I) Dot plots showing the quantitative realtime qPCR at day 6 for Myh6 and Myh7 gene expression, respectively. J,K) Densitometric analysis of the western blots for MYH6 and MYH7, respectively, with the band intensity normalised over vinculin. Quantification was made on at least three independent biological replicates. Mean ± S.E.M. was plotted. *= p<0.05.

**Supplemental methods**

## **MTS cell viability assay**

MTS cell viability assay was performed to evaluate cell proliferation of cultured CFs using Cell Titer 96® Aqueous Non-Radioactive Cell Proliferation Assay (MTS) (Promega, Madison, WI, USA). Three independent WT and Charme^KO^ CFs primary lines were plated in triplicate in 96-well plates at a density of 5*10^4^ cells/cm^2^ in 100 μl of CEMmedium. After 48 and 72 hours,viability was measured adding 20 μl of combined MTS/PMS Solution to each well and incubating for 1 hour. The absorbance at 490 nm was recorded using Varioskan™ LUX Multimode Reader (Thermo Fisher Scientific) and normalized on T0 absorbance.

**Dataset access number**

Token for reviewer access to GEO

dataset GSE296379: **onmvioiuhzafxad**

dataset GSE296380: **ylotioiwvlsnhin**

# Supplementary material for: Effect of the cardiac long non-coding RNA Charme depletion on the maturation and paracrine signaling of resident cardiac fibroblasts
**Source:** Cell Death Dis. 2026 Apr 15;17(1):507. doi: 10.1038/s41419-026-08636-x
**Supplement:** Supplementary file 6 — Supplemental-WB

CARDIAC TISSUE WESTERN BLOT

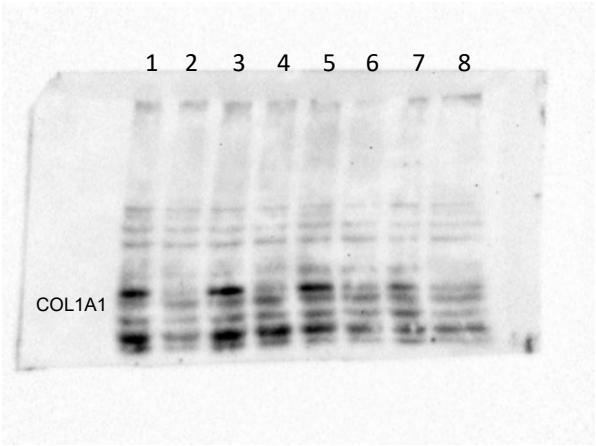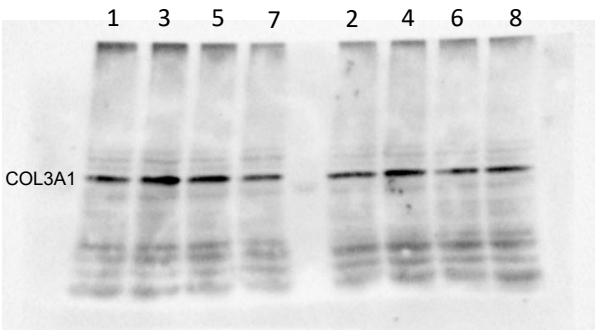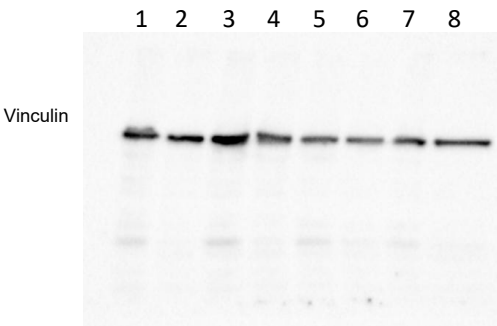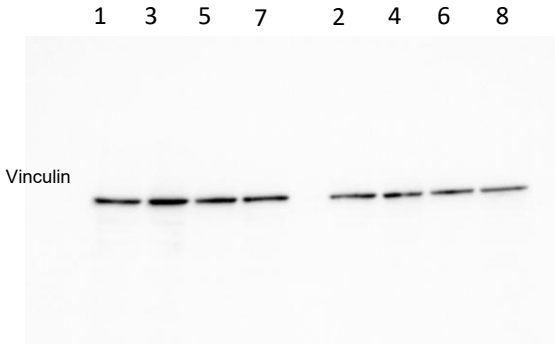

|   | MOUSE TISSUE SAMPLE     |
|---|-------------------------|
| 1 | WT_#1                   |
| 2 | CHARME <sup>KO</sup> _1 |
| 3 | WT_#2                   |
| 4 | CHARME <sup>KO</sup> _2 |
| 5 | WT_#3                   |
| 6 | CHARME <sup>KO</sup> _3 |
| 7 | WT_#4                   |
| 8 | CHARME <sup>KO</sup> _4 |

NEONATAL RAT VENTRICULAR MYOCYTE WESTERN BLOT

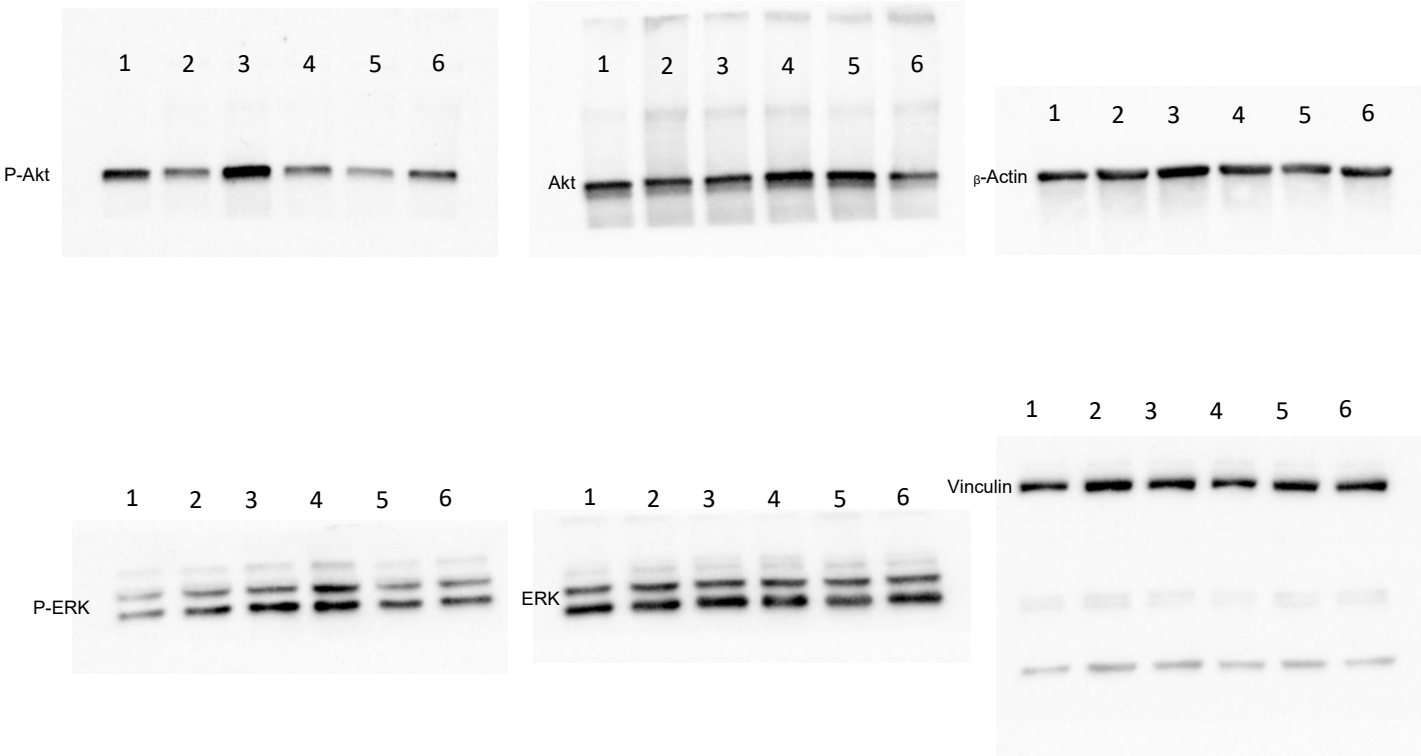

|   | MOUSE COND. MEDIA TREATMENT |
|---|-----------------------------|
| 1 | WT-CFs_#1                   |
| 2 | CHARMEKO-CFs_#1             |
| 3 | WT-CFs_#2                   |
| 4 | CHARMEKO-CFs_#2             |
| 5 | WT-CFs_#3                   |
| 6 | CHARMEKO-CFs_#3             |

EMBRYOID BODY (DAY 6 OF DIFFERENTIATION) WESTERN BLOT

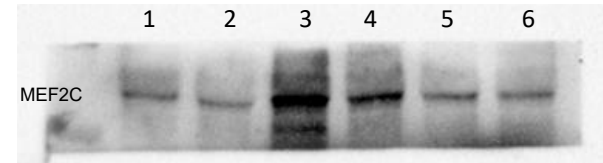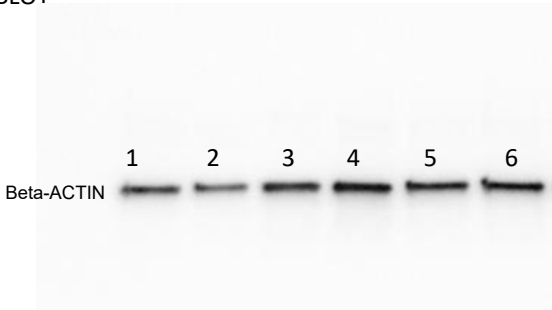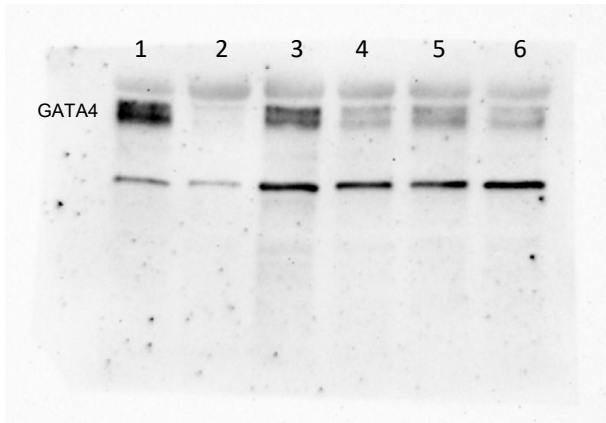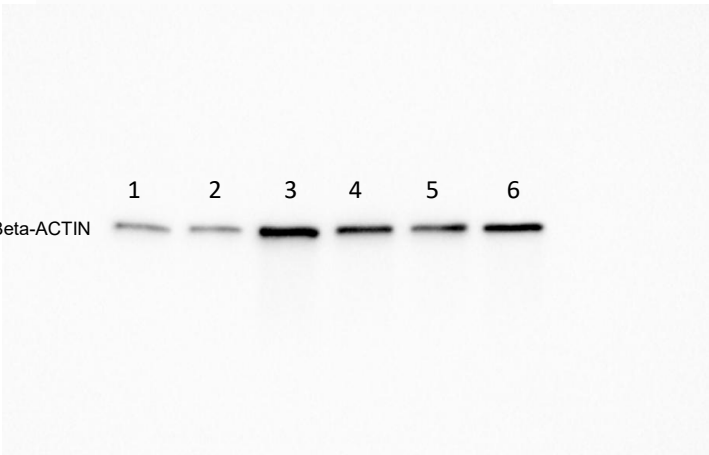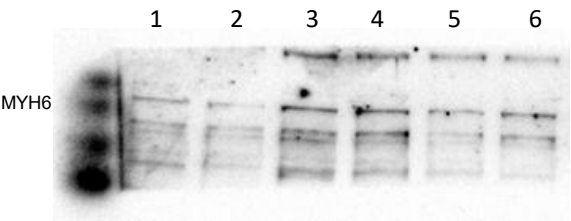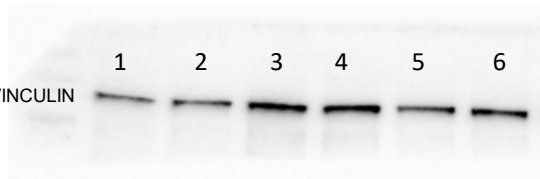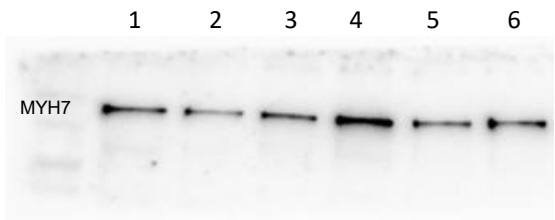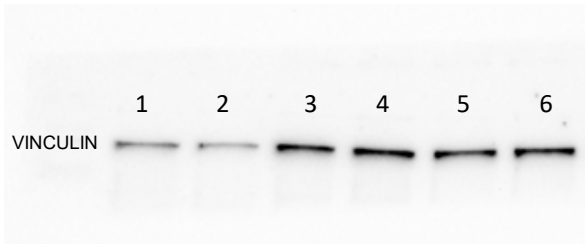

|   | CARDIAC FIBROBLAST CO-CULTURE |
|---|-------------------------------|
| 1 | WT-CFs_#1                     |
| 2 | CHARME-KO-CFs_#1              |
| 3 | WT-CFs_#2                     |
| 4 | CHARME-KO-CFs_#2              |
| 5 | WT-CFs_#3                     |
| 6 | CHARME-KO-CFs_#3              |

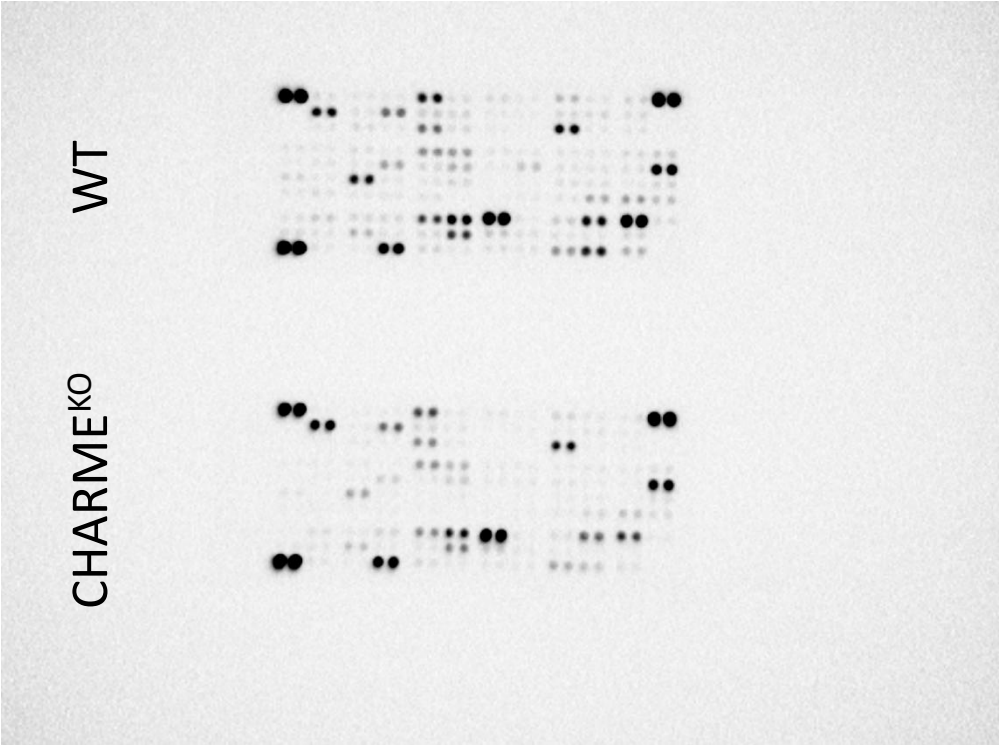

Supplementary file Proteome Profiler

How the deposited data were processed for this re-analysis (not part of the article)

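The data are the mRNA of native CFs from 3 WT and 3 Charme KO samples, isolated from hearts of mice aged 5 weeks, in 6 libraries that were all used. The authors aligned quality-filtered Illumina reads with STAR to a mouse genome assembly, counted reads on the genes of an Ensembl annotation edited to include *Charme*, and took the "reverse" configuration of the strand. The deposited values are these raw counts, with 1 column for each library, no normalization and no filter on genes. The table holds 49548 genes, of which 24579 have a count in any library, and no gene encoded by the mitochondrial genome. The total counts per library range from 9595701 to 42101393 in WT, with a median of 27935496, and from 23550718 to 31048606 in Charme KO, with a median of 26884439. A count of 0 allows up to 3 counts, which is between 0.0713 and 0.313 CPM, and these limits cover counting error only.

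Genes with at least 10 counts in at least 2 of the 6 libraries were tested, 15789 genes in all. Counts were normalized by the TMM method of edgeR 4.0.16 in R 4.3.3 and given as CPM, the count scaled to the library total. Charme KO was compared with WT by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Standard errors of log2 fold changes were derived from the F statistics of that test. The common dispersion was 0.0410, a biological coefficient of variation of 20.2%. On data simulated from the real means and library sizes, in which 200 of 15285 genes were changed by 1.5 on the log2 scale, the test recovered 173 and called 7 others, DESeq2 1.42.0 recovered 176 and called 19 others, and both made 0 calls among the 15264 genes of a simulation without changes. The simulated genes were drawn independently, with dispersions on the trend only. The simulation does not give the power for smaller changes, such as the −1.10 to −0.49 of the genes labelled in Fig. 1D. No library was a duplicate of another.

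The genes reported with their full statistics follow a rule set before the data were examined. They are the genes that the paper names for native CFs, the genes readable as labels in Fig. 1D, every collagen gene among the DEGs, and the 5 DEGs with the lowest adjusted p in each direction whose 3 Charme KO libraries all lie on one side of the 3 WT libraries. Other genes named, such as the members of a list among the DEGs, the most abundant genes of a list, genes in stretches of DEGs and near-identical copies, were picked after their values were seen. Lists of ECM structural, ECM modifying, collagen, cardiac morphogenesis and TGFβ pathway genes were written by gene family before the counts were seen and stand in for the GO terms. The lists of fibroblast, endothelial, mural, cardiomyocyte, erythroid, leukocyte, Schwann, epicardial, dissociation response and ribosomal protein genes were also written before the counts, but after the highest expressed part of the paper's Supplementary Table 1 had been read. Gene sets were tested with camera of limma 3.58.1 (two-sided, inter-gene correlation 0.01), with fry and an estimated correlation as alternatives. Lists among the DEGs or among the 300 most expressed genes were tested with one-sided Fisher's exact tests against the other tested genes. Reactome terms of 10 to 500 tested genes came from the fgsea 1.28.0 package, joined through the Entrez identifiers that 87.4% of the tested genes have. Separation of the libraries was measured as the mean Euclidean distance between groups minus that within groups on log2(CPM + 1), with an exact permutation test.

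Gene order, lengths and GC content were taken from GENCODE mouse release 21 on GRCm38, which covers 99.8% of the tested genes and is another build than the counts, so no coordinates are given. Genes were called near-identical copies where blastn 2.17.0 aligned at least 50% of the longest transcript at 97% identity or more, which 698 tested genes had.

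The alternatives set before the data were examined were DESeq2 on the same genes, DESeq2's size factors, upper-quartile normalization, filters of 10 counts in 5 libraries, of edgeR's filterByExpr and of 1 count in any library, the replicate number as a block, removal of each library's trend with GC content and gene length, each library left out in turn, hemoglobin and mitochondrial genes left out, and other lists, distances and linkages. The last of these filters removed hemoglobin genes alone, since the table has no mitochondrial gene. After the data were seen, DESeq2 without a gene filter and a term for the split of the libraries by *Xist* and Y-linked transcripts were added. The cultured CF libraries, the qPCR and the protein measurements of the paper are outside the deposited table. Figures were drawn with matplotlib 3.10.9.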

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

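The 5 DEGs with the lowest adjusted p-values among those higher in Charme KO native CFs are genes that the paper does not discuss, and each was far above its level in the WT libraries. The tests of copies and of gene order given for them were chosen after the result was seen. *Eno1b* was at 22.5 ± 2.84 normalized CPM (SD, n = 3) in Charme KO and 0.165 ± 0.0647 CPM in WT. *Gm8210* was at 19.9 ± 3.73 CPM in Charme KO and 0.0772 ± 0.0669 CPM in WT, *Gm8741* at 15.6 ± 0.726 and 0.101 ± 0.0947 CPM, *Rpl3-ps1* at 30.3 ± 2.65 and 2.99 ± 0.612 CPM, and *Or2y7* at 82.3 ± 10.8 and 6.55 ± 1.17 CPM. Their adjusted p-values in edgeR's quasi-likelihood test stayed at or below 9.16e-05 with each library left out in turn, so no single library carries them, and all 3 Charme KO libraries were above all 3 WT libraries.

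More generally, 9 higher DEGs had a mean under 1 CPM in WT and over 5 CPM in Charme KO. For the 3 of them without a near-identical copy, reads shared with near-identical copies are ruled out at the identity searched. For the 6 with one, reads moved from the copies would make the copies lose what the gene gains. Such a loss was seen beyond the spread between libraries for 3 of the 6. Reads that were left uncounted in WT could give a gain without a loss. Reads shared with near-identical copies thus cannot be told apart from a change of the genes themselves. The copies of *Gm8210*, which include the lower DEG *Rpl29*, fell by 192 CPM in all, with an SD of 6.14, and those of *Eno1b* fell by 23.9 CPM, with an SD of 20.8. *Gm8210* and *Gm13841* are copies of each other and share their other copies, so that these cases are not independent. Of the 9 genes, 44.4% had another DEG within 10 tested genes on either side, against a mean of 12.0% for random tested genes (permutation test with 10000 draws, one-sided, p = 0.02), which may point to sequence variants that lie near each other in the genome and differ between the Charme KO and WT animals. Both explanations can hold together, since a variant can move reads between copies, and the poly(A) insertion itself, the animals' background and their parents were not tested apart, because all 3 Charme KO libraries carry each of them.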

How the results depend on the processing

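The ECM genes among the 300 most expressed genes, the distance between the groups, the *Col1a1* to *Col3a1* ratio and the *Charme* counts kept their direction and their side of the threshold under every alternative run for them. Their ranges were 13.8 to 21.2 for the odds ratio, 0.00464 to 9.21 for the distance (the lower on a correlation scale), −0.17 for the ratio taken within replicate numbers and −2.59 for *Charme* in CPM. The mean difference within replicate numbers equals the difference of the group means by arithmetic, so it says nothing about the stability of the ratio. With 1 library left out, the ranges were 18.9 to 20.4, 3.75 to 11.7 and −0.21 to −0.10. The permutation tests of the last 3 cannot pass 0.05 with 3 libraries per group, so they say nothing about stability. Clustering of the DEGs left 0 libraries apart from their group under both linkages, and clustering of all tested genes left 1 with average linkage.

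The number of DEGs depended on the test and the filter. Beside 131 (66 higher, 65 lower), it was 394 (154 and 240) with DESeq2 on the same genes, 699 (253 and 446) in edgeR with no gene filter, 302 (115 and 187) with the replicate block, and 233 (1.0e+02 and 131) with the block and the GC and length trend removed. With at least 10 counts in at least 5 libraries, 42 were higher. DESeq2 without a gene filter, chosen after seeing the data, gave 367 (145 and 2.2e+02). The share of higher DEGs was 39.1% with DESeq2, 36.2% with no gene filter and 38.1% with the block, against 50.4%. All 131 DEGs were called in the first 3 of these fits and with DESeq2 without a filter. With DESeq2's size factors, upper-quartile normalization, filterByExpr, hemoglobin genes left out, the GC and length trend removed, or the term for *Xist* and Y-linked transcripts (chosen after seeing the data), the total was between 103 and 134. With each library left out it ranged from 61 to 349, for higher DEGs from 35 to 131 and for lower DEGs from 26 to 218, the most without WT replicate 2 and the fewest without Charme KO replicate 1. Without WT replicate 2 or Charme KO replicate 3 it was 349 and 189, and in the other 4 of these fits between 61 and 71. The cause was not tested.

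The odds ratio of ECM genes among the lower DEGs was above 1 in every alternative, from 5.06 to 25.8, and past the threshold in all except 4 of the fits that left out 1 library, which ranged from 2.51 to 19.3. The odds ratio of cardiac morphogenesis genes among the higher DEGs, 5.20 and not past the threshold, passed it with DESeq2 on the same genes (5.73), at least 10 counts in at least 5 libraries (7.48), no gene filter (10.2), the replicate block (9.53), the block with the GC and length trend removed (8.83), and, both chosen after seeing the data, DESeq2 without a gene filter (8.44) and the *Xist* and Y-linked term (6.53). With the GC and length trend removed and no block, the odds ratio fell to 2.84 (one-sided Fisher's exact test, p = 0.303). It was 0 in the list without cardiomyocyte genes and from 0 to 4.88 with 1 library left out, 0 without WT replicate 3, Charme KO replicate 1 or Charme KO replicate 2. Of the 9 Reactome terms, 0 passed with edgeR, 8 with DESeq2 on the same genes, 9 with no gene filter, 9 with the replicate block, 8 with the block and the GC and length trend removed, 8 with DESeq2 without a gene filter, and from 0 to 8 with 1 library left out. Where more DEGs were called, more of them are in the terms, and no other cause was tested.

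The ECM and collagen sets kept their medians of −0.29 and −0.55 but lost the threshold in camera with an estimated inter-gene correlation (p = 0.0864 and 0.0755). Elsewhere they stayed past it, with medians from −0.30 to −0.18 and from −0.58 to −0.40, and from −0.35 to −0.21 and from −0.76 to −0.43 with 1 library left out. The TGFβ set passed the threshold with fry (median −0.094), with the replicate block (median −0.090) and without WT replicate 1, with medians from −0.093 to −0.031 over the fits that left out 1 library.

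Among the 43 named genes, 7 results were weaker and 70 stronger under other settings, the latter mainly with no gene filter (18 genes), DESeq2 (17 genes) and the replicate block (13 genes), and 21 were weaker and 16 stronger with 1 library left out. *Ptprc* reversed without WT replicate 2 (−0.052) and without Charme KO replicate 2 (−0.0068), in a range up to 0.50 over the fits that left out 1 library. *Tgfbr1* reversed with the GC and length trend removed (−0.037), the same with the replicate block (−0.038), the *Xist* and Y-linked term (−0.014), and without WT replicate 2 (−0.037) or Charme KO replicate 1 (−0.056), in a range up to 0.049. These changes are smaller than the standard errors of 0.33 and 0.11 with all libraries.

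The replicate numbers were not taken as pairs, since the deviations of same-numbered libraries from their group means correlated at 0.216, 0.0535 and 0.161 over the tested genes, with 1 of the 3 values under 0.1, and the numbers are not said to mark a litter or a day. The 6 pairs of libraries with different numbers correlated between −0.223 and 0.0391, below each same-numbered value, where deviations within a group sum to 0 and the 9 values are not independent. On simulated data without pairs the replicate block gave 176 calls and the fit without it 180. On the real data the block gave 302 calls and the fit without it 131. This points towards something shared by same-numbered libraries. What that would be is not known, and the question stays open. WT replicate 3 has the fewest reads, which limits what can be seen of genes below 0.313 CPM there.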

Differences from the paper's values

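The paper reports 366 DEGs, 145 higher and 221 lower in Charme KO native CFs, where the edgeR test gave 131, with 66 higher and 65 lower. Of the alternatives set before the data were examined, DESeq2 on the same genes (394, with 154 higher and 240 lower), the replicate block (302, with 115 and 187) and the fit without WT replicate 2 (349, with 131 and 218) came within 1.5 times of all 3 of the paper's numbers, the replicate block with the GC and length trend removed did so for the higher DEGs alone, and the other alternatives set before the data were examined did for none of them. DESeq2 without a gene filter, chosen after seeing the values, gave 367, of which 145 were higher and the others lower. The paper's methods name DESeq2 and a filter on genes with fewer than 10 counts.

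Of the paper's Supplementary Table 1, 1997 of 19050 rows could be read, the genes with the highest means. Over these rows the log2 fold changes of DESeq2 without a gene filter differed from the paper's by at most 4.93e-06, those of DESeq2 on the filtered genes by at most 0.00307 and those of edgeR by at most 0.0120. Of the genes that the paper calls among these, the edgeR test called 15, edgeR with the replicate block 56, edgeR with no gene filter 88, DESeq2 without a filter 99 and DESeq2 on the filtered genes all. For the named genes in these rows, the edgeR log2 fold change lay within the larger standard error of the paper's in every case.

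The paper presents *Col1a1*, *Eln* and *Fn1* as its most significant DEGs and as abundant, from DESeq2, and also measured them by qPCR in native CFs. By the p-value of the edgeR test, among all tested genes at any level, they ranked 478, 69 and 623, which is another test and another set of genes. In the edgeR test *Eln* was past the threshold and *Col1a1* (adjusted p = 0.189) and *Fn1* (adjusted p = 0.233) were not, while both were past it with DESeq2 on the same genes (0.0102 and 0.0381 as adjusted p) and with edgeR without WT replicate 2 (0.0423 and 0.0149), *Col1a1* also with the replicate block and without Charme KO replicate 3, and both with edgeR with no gene filter and with DESeq2 without a gene filter, the last chosen after seeing the values. Of the 17 genes readable as labels in Fig. 1D, which the paper shows as significantly lower, 2 passed in edgeR, 17 with DESeq2, 16 with edgeR with no gene filter, 14 with the replicate block, 7 with the block and the GC and length trend removed, 9 without WT replicate 2, 6 without Charme KO replicate 3, 1 with at least 10 counts in at least 5 libraries, 0 with the GC and length trend removed, 0 without WT replicate 1, WT replicate 3, Charme KO replicate 1 or Charme KO replicate 2, 2 in the other alternatives set before the data were examined and, both chosen after seeing the values, 17 with DESeq2 without a gene filter and 1 with the *Xist* and Y-linked term. The paper shows enriched Reactome terms in Fig. 1C, of which edgeR gave 0 of the 9 that could be tested, DESeq2 on the same genes 8, the replicate block 9, edgeR with no gene filter 9, the block with the GC and length trend removed 8, edgeR without WT replicate 2 or without Charme KO replicate 3 also 8 each and, chosen after seeing the values, DESeq2 without a gene filter 8. The paper reports enrichment of cardiac morphogenesis among the higher genes, where the list used here gave p = 0.0611 in Fisher's exact test with edgeR and p = 0.00248 with DESeq2. The same exact test also passed the threshold with at least 10 counts in at least 5 libraries (p = 0.0327), no gene filter (p = 1.79e-07), the replicate block (p = 7.12e-05), the block with the GC and length trend removed (p = 0.000391) and without WT replicate 2 (p = 0.0476), and, both chosen after seeing the values, with DESeq2 without a gene filter (p = 0.000456) and the *Xist* and Y-linked term (p = 0.0413). Lower *Smad2*, *Smad4* and *Tgfbr1* are stated in the paper from RNA-seq data and qPCR together, where its legends give the RNA-seq for native CFs and the qPCR for cultured CFs. In native CFs their log2 fold changes were −0.09, −0.11 and 0.01, none past the threshold in any setting run, which does not bear on the qPCR. The paper's heatmap of TGFβ pathway DEGs in native CFs uses a looser threshold. *Smad3* had an adjusted p of 0.0672 in DESeq2 on the same genes.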

Other observations

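The tests of gene order, near-identical copies, *Xist* and Y-linked transcripts, cell shares, dissociation response and mitochondrial copies were chosen after the data had been seen. For the ECM list, what gene order and the *Xist* and Y-linked split would give was written down after the DEGs had been seen and before that list was tested. The removal of the GC and length trend and the counts of other splits were planned.

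The 6 libraries can be split into 3 and 3 in 10 ways, so no share of splits can fall under 0.1, and such a share alone decides nothing. For the number of DEGs, 1 of the 10 splits, the real one, gave as many, and the other 9 gave between 0 and 13. This distance and the adjusted p of 3.30e-07 of *Eno1b* in edgeR argue against chance as the cause of the whole number. The 0 calls in the simulation without changes add little, since its genes were drawn independently. For ECM genes and for cardiac morphogenesis genes among DEGs, taken in the direction with the lower p, the real split was also the 1 of 10 with the lowest p, but 8 of the other splits had 0 DEGs in which a list could be found, so these counts say nothing about the lists. For the ECM set in camera it was 1 of 10. For the collagen set, 2 of the 10 splits gave a camera p as low, for the TGFβ set 2, and for the number of Reactome terms in edgeR, which was 0, all 10. The split of WT replicates 1 and 3 and Charme KO replicate 3 from the other libraries gave a camera p of 3.28e-11 for the ECM set and 2.46e-13 for the collagen set. The ECM genes thus vary together between libraries of the same group as well, and the small camera p-values do not set the real split apart.

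The paper's text does not name the sex of the animals. *Xist* was at 399, 2.40 and 0 CPM in WT replicates 1, 2 and 3 and at 504, 390.5 and 0.290 CPM in Charme KO replicates 1, 2 and 3. The 4 Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* summed to 0, 2967 and 886 counts in WT and to 136, 0 and 2916 counts in Charme KO. Sex therefore appears to differ within each group, with 1 WT and 2 Charme KO libraries high in *Xist*, and Charme KO replicate 1 has both kinds of transcript. With this split as a term in the model, 99 of the 131 DEGs were still called, which argues against sex of the animals as the whole cause of the DEGs. The ECM list kept a lower median (−0.23, camera with an inter-gene correlation of 0.01, p = 3.15e-10). As camera with this correlation also gave low p-values for other splits, its p-value does not decide on sex for that list. The split itself gave 13 DEGs, 8 of them autosomal, and 0 of them among the 131. It also gave a median of −0.25 for the ECM list (camera with an inter-gene correlation of 0.01, p = 9.93e-10) and of −0.38 for the collagens (p = 5.25e-07), so sex may account for part of these medians.

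The DEGs lay near each other in the genome. Of the 131 DEGs, 48.9% had another DEG within 10 tested genes on either side in the gene order of GRCm38, against a mean of 15.2% for random genes (permutation test with 10000 draws, one-sided, p = 1e-04, the smallest that they can give), and 44.0% of the 100 DEGs without near-identical copies did so, against 11.8%. In the other 9 splits, the 131 genes with the lowest p-values had shares between 12.2% and 24.4%. Stretches of 3 or more DEGs numbered 8 and held 36 DEGs. The largest, 7 DEGs on chromosome 1, holds *Gsta3* and 6 nuclear copies of mitochondrial genes, which may be higher together for the reason given for such copies below. Without the copies of mitochondrial genes, 46.0% of 124 DEGs had a neighbouring DEG, against 14.4% for random genes (permutation test with 10000 draws, one-sided, p = 1e-04). Other stretches are *Serhl*, *Rrp7a*, *Poldip3*, *Cyb5r3*, *Arfgap3* and *Scube1* on chromosome 15, and *Zfp990*, *Znf41-ps*, *Zfp991*, *Zfp985* and *Zfp979* on chromosome 4, which were picked after their values were seen. A candidate explanation is that the Charme KO and WT animals differ in strain variants near each other in the genome, but genes of one region can also be regulated together, and the genome of the animals was not read. For the ECM list this was tested by leaving out the 1893 genes near a DEG. The other 134 ECM genes kept a median of −0.29 (camera with an inter-gene correlation of 0.01, p = 7.66e-12). This argues against such variants acting on genes near the DEGs as the cause of the lower median, while effects on distant genes were not tested. Of the 10 ECM genes among the lower DEGs, 2, *Col4a3* and *Col4a4*, had a neighbouring DEG, against 51.2% of the other DEGs.

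Genes with a near-identical copy made up 23.7% of the DEGs and 4.26% of the other tested genes (odds ratio 6.97, Fisher's exact test, p = 8.97e-15), so that reads moving between copies may account for part of the DEGs. Of the tested genes of the ECM lists 1, *Hyal1*, has such a copy, and of the 10 among the lower DEGs 0.

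The GC and length trend of the libraries differed. The log2 fold change correlated across genes with GC content (Spearman −0.238) and with length (−0.120), where genes are not independent replicates, and the ECM genes are longer than the others (median 5097 against 3184 bases). With the trend removed, the median of the ECM set moved from −0.29 to −0.18 and its camera p was 3.92e-07, so the trend may account for part of the change. A lower median remained, but such camera p-values also arose for other splits, so they do not decide whether the trend is the whole cause.

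The fibroblast list, 12 of whose 20 genes are also in the ECM lists, had a median log2 fold change of −0.11, and so did its 8 genes outside them, among which *Gsn* was at 21014 and *Pdgfra* at 421 CPM on average. In exact rank-sum tests, two-sided, these 8 genes did not differ from the ECM list (p = 0.16) and differed from the collagen list (p = 0.0465), where the genes of a list move together, which makes such p-values too low. Of the 20 fibroblast genes 12 were lower and 8 higher. The abundant *Dcn* (0.29, standard error 0.13), *Smoc2* (0.31, standard error 0.12) and *Abca8a* (0.43, standard error 0.12), picked after their values were seen, rose while *Col1a1* (−0.77) and *Col3a1* (−0.61) fell. Of the 8 genes outside the ECM lists, 2 were more than 2 standard errors above the median of the ECM list and 5 above that of the collagen list, between 2 and 4 and between 4 and 7 with 1 library left out, so these few genes do not decide for the ECM list. A lower share of fibroblasts would raise the markers of every other cell type alike. In a test chosen after these values were seen, the markers of all 4 of the abundant other types (endothelial, mural, erythroid and leukocyte) lay below those of cardiomyocytes, both in the interquartile range of their genes (at most 0.28 against at least 0.44) and in the medians with 1 library left out (at most 0.25 against at least 0.41). A lower share of fibroblasts alone thus does not explain the cardiomyocyte markers. The test does not decide whether fewer fibroblasts lowered the ECM and collagen sets, since the cardiomyocyte transcripts may have changed on top of it. Fewer fibroblasts stay open as a cause, as the 4 types alone did not differ beyond chance (Kruskal-Wallis p of 0.0725). The paper reports fewer vimentin-positive cells in the tissue, which the sequencing of isolated cells does not measure.

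The other lists were endothelial (median 0.11; *Aqp1*, the most abundant, at 3228 CPM), mural (−0.01; *Rgs5* at 946 CPM), erythroid (−0.17; *Hbb-bs* at 15259 CPM), leukocyte (−0.08; *Cd74* at 111 CPM), Schwann (−0.15; *Ncam1* at 7.54 CPM), epicardial (−1.14, 7 of 7 genes lower; *Wt1* at 41.5 CPM) and ribosomal protein genes (0.21, 79 of 85 higher). Of the 25 endothelial genes 13 were among the 300 most expressed, which places endothelial transcripts among those of the native CFs as sequenced. With 1 library left out, the endothelial median lay between −0.0027 and 0.25, the leukocyte one between −0.18 and 0.03, the Schwann one between −0.30 and 0.13, the mural one between −0.018 and 0.06, the erythroid one between −0.36 and 0.0015, the epicardial one between −1.97 and −0.81, the ribosomal one between 0.19 and 0.30, and the fibroblast one between −0.17 and −0.056. The epicardial median rests on genes with few counts, since all its genes except *Wt1* (log2 fold change −0.66) were between 0.238 and 3.46 CPM. The mean log2 CPM of that list was higher in Charme KO replicate 3 (1.67) than in WT replicate 1 (1.53). No biological explanation was tested for these lists.

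Cardiomyocyte transcripts were higher in Charme KO, with a median log2 fold change of 0.61 over 19 genes, 18 of them higher, and between 0.41 and 0.73 with 1 library left out. Of the 10 most abundant, 9 were higher, which RNA from more cardiomyocytes would give, but by unequal factors, from −0.06 for *Atp2a2* at 346 CPM to 0.95 for *Tnni3* at 40.5 CPM. RNA from more cardiomyocytes and higher expression in other cells cannot be told apart, since all the values are of mixed cells. *Tnni3* and *Myh6* are the 2 genes behind the cardiac morphogenesis result among the higher DEGs.

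The dissociation response list had a median of 0.10 over 28 genes, between 0.015 and 0.21 with 1 library left out, and 18 of them were higher. Of the 28, 21 are among the 300 most expressed. All 10 of its heat shock genes were higher in Charme KO (median 0.42, between 0.26 and 0.55 with 1 library left out), with *Hspa1a* and *Hspa1b* (1.59) among the DEGs. The median of its 18 immediate early genes was −0.011, between −0.13 and 0.17 with 1 library left out, with 10 lower and 8 higher. A stronger dissociation response cannot be told apart from another cause of the heat shock change. It stays open because the immediate early genes go both ways.

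The table has 0 of the 37 mitochondrial genes, but 8 tested genes are nuclear copies of them, and all 8 were higher in Charme KO (median log2 fold change 1.56), 7 as DEGs. Of these, 7 lie on chromosome 1. More mitochondrial RNA counted on nuclear copies is a candidate explanation that cannot be told apart from a variant in the mitochondrial or nuclear sequence, since no mitochondrial gene was counted.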
